# NAC regulates metabolism and cell fate in intestinal stem cells

**DOI:** 10.1126/sciadv.adn9750

**Published:** 2025-01-08

**Authors:** Sofia Ramalho, Ferhat Alkan, Stefan Prekovic, Katarzyna Jastrzebski, Eric Pintó Barberà, Liesbeth Hoekman, Maarten Altelaar, Cecilia de Heus, Nalan Liv, Maria J. Rodríguez-Colman, Mehmet Yilmaz, Rob van der Kammen, Juliette Fedry, Mark C. de Gooijer, Saskia Jacoba Elisabeth Suijkerbuijk, William J. Faller, Joana Silva

## Abstract

Intestinal stem cells (ISCs) face the challenge of integrating metabolic demands with unique regenerative functions. Studies have shown an intricate interplay between metabolism and stem cell capacity; however, it is still not understood how this process is regulated. Combining ribosome profiling and CRISPR screening in intestinal organoids, we identify the nascent polypeptide–associated complex (NAC) as a key mediator of this process. Our findings suggest that NAC is responsible for relocalizing ribosomes to the mitochondria and regulating ISC metabolism. Upon NAC inhibition, intestinal cells show decreased import of mitochondrial proteins, which are needed for oxidative phosphorylation, and, consequently, enable the cell to maintain a stem cell identity. Furthermore, we show that overexpression of NACα is sufficient to drive mitochondrial respiration and promote ISC identity. Ultimately, our results reveal the pivotal role of NAC in regulating ribosome localization, mitochondrial metabolism, and ISC function, providing insights into the potential mechanism behind it.

## INTRODUCTION

The intestine is a highly dynamic tissue, with a high cell turnover rate. Most intestinal cells live for just 4 to 7 days (*1*) before being shed into the intestinal lumen, and intestinal stem cells (ISCs) are central to the maintenance of this epithelium. The fate of ISCs has been shown to be dependent on their metabolic profile, which is typically characterized by high mitochondrial respiration (*2*). Metabolic dysfunction in ISCs results in a loss of stem cells and can lead to the development of disease (*3*). Furthermore, ISCs are a cell of origin of intestinal cancer (*4*), and considering the crucial role that mitochondrial function plays in cancer maintenance (*5*, *6*), metastasis (*7*, *8*), and acquisition of chemotherapy resistance (*9*–*11*), a better understanding of the processes that regulate metabolism in ISCs could open the door to future therapeutic interventions. Although several studies have addressed the function of mitochondrial metabolism in these cells (*2*, *12*–*14*), the molecular mechanism behind this regulation remains largely unknown.

The regulation of mRNA translation plays a critical role in cellular development and function. Although ribosomes have been thought of as passive machines whose function solely consists of passive protein production, recent work from our group and others has shown that this is not necessarily the case (*15*). Studies have demonstrated that ribosomes can exert a direct regulatory function and that they can play a role as molecular sensors of stress (*16*, *17*). For example, we have shown that in the intestine, ribosomes are crucial in determining the identity of ISCs in the context of amino acid deprivation (*15*).

In this study, we explore how translation regulates metabolism and consequently stem cell identity by combining ribosome profiling and CRISPR screening in mouse intestinal organoids. We use two distinct models of metabolic regulation (ISC differentiation and ribosome impairment) to unveil a central role for the nascent polypeptide–associated complex (NAC) in intestinal cell metabolism. NAC is a highly conserved ribosome-associated complex, whose primary function is to interact with newly synthesized polypeptide chains as they emerge from the ribosome during translation and to assist in their correct folding and targeting (*18*). It is well established that NAC mediates ribosome localization to the endoplasmic reticulum (ER) (*19*), and there have been reports that it can also target ribosomes to the outer membrane of the mitochondria (OMM); however, it is currently unknown whether this OMM targeting is functionally relevant (*20*). Here, we show that NAC plays a crucial role in defining ISC fate, potentially by facilitating the import of peptides into the mitochondria, and thus supporting respiration. Our work goes a step further and establishes NAC as the bridge between translation and metabolism, being translationally regulated itself during ISC differentiation, while also being regulated by ribosome impairment in stress conditions. Our data suggest that the role of NAC in metabolism is mediated by the localization of the ribosome to the OMM and a consequent effect on peptide import. In short, we show that the NAC mediates the localization of ribosomes and plays a central role in ISC maintenance and differentiation.

## RESULTS

### OXPHOS is regulated by mRNA translation in ISCs

Previous studies have clearly established the importance of metabolic regulation in ISCs. However, some of this work shows that this regulation appears not to be solely at the transcriptional level (*21*). To develop a deeper understanding of the regulators of metabolism in different intestinal cell types, we generated mouse intestinal organoids that were either enriched for stem cells (SCe) or forced to differentiate (SCd) (*22*) (Fig. 1A). As expected, the SCe cultures acquired a spheroid morphology and showed an increase in various stem cell markers, such as *Lgr5*, *Mex3a*, and *Axin2*, while differentiated cells showed an increase in differentiation markers, such as *Lyz1*, *Muc2*, and *Alpi* (Fig. 1B). We have previously shown that ribosomes play a crucial role in determining the metabolic identity of ISCs in the context of amino acid deprivation (*15*); however, the mechanism behind this process, and its importance outside of stress conditions, remains unknown. We therefore assessed the translatome of SCe and SCd organoids using ribosome profiling (RiboSeq) to gauge the translational regulation of metabolism in normal intestinal physiology.

**Fig. 1.**
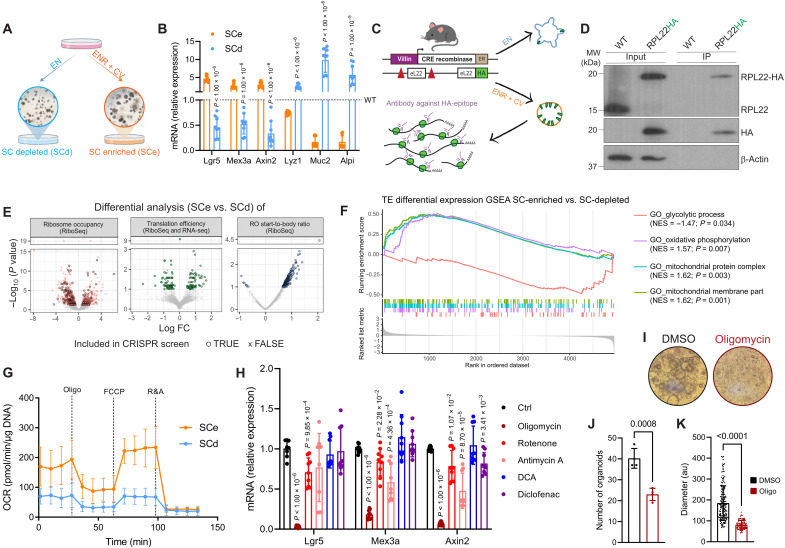
Translation regulation of metabolism affects ISC identity. (**A**) Scheme illustrating the two in vitro models used in this study, highlighting the morphological differences between stem cell–depleted (SCd) and stem cell–enriched (SCe) mouse intestinal organoid cultures. (**B**) Reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis of genes related to stemness (*Lgr5*, *Mex3a*, and *Axin2*) and differentiation (*Lyz1*, *Muc2*, and *Alpi*) in SCe and SCd organoids compared to wild-type (WT) cultures (dashed line). *Hprt* works as housekeeping control. Means and SD are shown (*n* = 3 biological replicates each in technical triplicates). (**C**) Experimental workflow of the RiboSeq experiment developed to compare the translatome of the different cell populations. (**D**) Western blot analysis confirming efficient pulldown of eL22-HA–tagged ribosomes. β-Actin was used as loading control (*n* = 1 biological replicate). (**E**) Volcano plots for ribosome occupancy (RO), translation efficiency (TE) and RO signal-to-body ratio (S2b) comparing SCe to SCd cultures (*n* = 3 biological replicates). Genes with significant differences between conditions are highlighted, and genes that are selected for follow-up CRISPR dropout screening are marked with “+.” (**F**) Geneset enrichment analysis (GSEA) results based on TE differential expression data comparing SCe to SCd organoids (*n* = 3 biological replicates). (**G**) Oxygen consumption rate (OCR) analysis shows increased respiration in SCe compared to SCd cultures. Means and SD are shown (*n* = 5 biological replicates). (**H**) RT-qPCR analysis of stem-related genes in WT organoids treated with OXPHOS (oligomycin, rotenone, and antimycin A) and glycolysis (dichloroacetate (DCA) and diclofenac) inhibitors for 24 hours. *Hprt* works as housekeeping control. Means and SD are shown (*n* = 3 biological replicates each in technical triplicates). Quantification in fig. S3B. (**I**) Representative images show that oligomycin treatment impairs clonogenic potential of WT ISCs (*n* = 4 biological replicates), which can be measured both by (**J**) final number and (**K**) diameter of organoids. au, arbitrary unit. DMSO, dimethyl sulfoxide.

To do this, we generated SCe and SCd intestinal organoids from mice that express a hemagglutinin (HA)–tagged version of the core ribosomal protein eL22, also known as the RiboTag mouse (Fig. 1C) (*23*). 

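For RNA-seq and RiboSeq, the libraries analysed here came from SCd organoids, grown for 2 days without R-spondin, a factor that strengthens Wnt signaling. The SCe libraries were not analysed here. There were 3 libraries of mRNA and 3 of RPFs from ribosomes pulled down by eL22-HA. According to the methods, adapters were trimmed from the RPF reads, rRNA reads were removed, and reads were quantified with Salmon on gencode vM21 sequences, whole transcripts for RNA and coding sequences with 5′UTRs for RPFs. The RNA libraries held 28439761, 38987732 and 59834107 estimated reads for replicates 1, 2 and 3, and the RPF libraries 4953127, 1278000 and 1298638. Estimated counts were summed per gene, over coding sequences alone for RPFs, and rounded to whole numbers. TE in SCd was fitted as RPF against RNA in 1 edgeR quasi-likelihood model with TMM scaling and Salmon's effective lengths in the offset, so that a log2 TE of 0 is that of the average gene. The fit covered 12685 of the 22230 genes found in both kinds of file, those that passed edgeR's expression filter, at an adjusted p under 0.05. The effective lengths follow an insert length far above that of a footprint and raise the TPM and TE of short coding sequences.
SCd organoids held mRNAs of the mature epithelial cell types beside those of dividing cells. Among Paneth cell genes, Defa24 stood at 18325 ± 8482 TPM (SD, n = 3) and Lyz1 at 3698 ± 661 TPM. The goblet cell genes Tff3 and Agr2 stood at 2324 ± 558 and 672 ± 215 TPM. The enterocyte genes Apoa4, Fabp2 and Sis stood at 804 ± 321, 746 ± 252 and 553 ± 199 TPM. The enteroendocrine gene Chgb was at 213 ± 115 TPM and the tuft cell gene Dclk1 at 10.6 ± 7.36 TPM. Mki67, a marker of proliferation, was at 82.2 ± 25.7 TPM. The stem cell markers Lgr5, Axin2 and Mex3a were at 35.7 ± 27.3, 63.5 ± 32.0 and 2.16 ± 1.23 TPM. Fibroblast Col1a1, immune Ptprc and endothelial Pecam1 had mean levels of 0.0123, 0.102 and 0.124 TPM in RNA. In RPF replicate 3, immune Cd74 and fibroblast Col1a2 and Col1a1 were at 7.73, 1.00 and 0.654 TPM, against 0.185, 0.0302 and 0.0284 in RPF replicate 2 and 0 each in RPF replicate 1. RNA replicate 1 stood apart, with Lgr5 at 67.0 TPM against 22.3 and 17.6 in replicates 2 and 3, Olfm4 at 2465 against 378 and 456, and Muc2 at 94.5 against 420 and 884.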

The eL22-HA tag enabled us to efficiently immunoprecipitate ribosomes, from which we could then isolate ribosome-protected mRNA fragments (RPFs) for sequencing (Fig. 1D and fig. S1). This experiment provided information on ribosomal occupancy both in terms of abundance [ribosome occupancy (RO)] and distribution [RO start-to-body ratio (RO s2b)] for each transcript (detailed in Methods). Furthermore, by normalizing the RPFs for each transcript with their overall transcript levels, measured by RNA sequencing (RNA-seq) (fig. S2), we were able to identify genes with differential translation efficiency (TE) between SCe and SCd organoids (Fig. 1E and table S1).

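In SCd organoids, RPF reads were spread over many genes, and the 10 genes with the most reads held 6.23%, 5.46% and 7.08% of them in replicates 1, 2 and 3. By share of RPF reads the leading gene was Eef1a1, an elongation factor, with 1.53% ± 0.386 (SD, n = 3). Also among the genes with the largest shares were the glycolytic enzyme Gapdh with 0.697% ± 0.109, the chaperone Hspa8 with 0.614% ± 0.138, the keratin Krt8 with 0.537% ± 0.0528 and the elongation factor Eef2 with 0.524% ± 0.149. Per length of coding sequence the order differed. The ribosomal protein gene Rpl41 led with 26492 ± 6046 TPM, followed by the metallothionein Mt1 with 14294 ± 10235, Dbi with 9056 ± 3155, Rps28 with 7234 ± 895, the Paneth cell gene Defa24 with 6596 ± 2553 and Cox7c, a subunit of cytochrome c oxidase, with 6525 ± 1270 TPM. The longest annotated coding sequences of Rpl41 and Cox7c are 138 and 189 bases long, within the range whose TPM the effective length raises.
The 79 cytosolic ribosomal protein genes together took 111553 ± 21966 TPM of RPFs and 153560 ± 24050 TPM of RNA. The 75 genes of OXPHOS took 50702 ± 5559 TPM of RPFs and 23737 ± 3696 TPM of RNA. For the 20 glycolytic genes these sums were 7439 ± 2149 and 13944 ± 1520 TPM. Each kind of TPM is scaled over its own set of sequences, so the pairs of sums are levels within RPFs and within RNA. Reads in 5′UTRs made up 4.04%, 4.17% and 2.91% of RPF reads in replicates 1, 2 and 3. Across the 6369 genes with a mean of at least 10 TPM, log2 TPM correlated between RNA libraries with Pearson's r of 0.947 to 0.991 and between RPF libraries with 0.889 to 0.900, over genes, which are not independent replicates. The RO s2b was not computed here.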

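In SCd organoids, nuclear-encoded genes of mitochondrial energy production carried more RPFs per mRNA than the average gene by edgeR. Of 75 nuclear-encoded OXPHOS genes, 67 had a higher TE and 0 a lower one by edgeR (70 and 0 adjusted over the list alone), with a median log2 TE of 1.54, though limma on log2(TPM + 1), another test and scale, not centred on the average gene and with the median gene at −1.67, called 19 higher and 31 lower, and 65 and 0 once both kinds were centred on the median gene. Cox7c rose above the average gene by a log2 TE of 5.02 (standard error 0.24, adjusted p = 5.68e-05 from edgeR), or 1.97 with the sequence length in place of the effective length, and the ATP synthase subunit Atp5a1 by 1.04 (standard error 0.20, adjusted p = 0.00575 from the same test). Cytosolic ribosomal proteins were closer to the average gene, with 32 of 79 higher and 5 lower (33 and 5 adjusted over the list alone) and a median of 0.33. By uncentred limma 9 were higher and 62 lower. With a filter of at least 50 counts, where the median gene had shifted by −0.27, 25 were higher and 12 lower. Without both libraries of number 1 these were 21 and 2.
Other OXPHOS genes with a higher TE were Uqcrq (log2 TE 4.99, and 2.26 with the sequence length), Cox6b1 (4.55 and 1.86), Cox6c (4.47 and 2.23), Ndufs3 (0.61, adjusted p = 0.0162 from edgeR, and 0.0531 without RNA replicate 3) and the succinate dehydrogenase assembly factor Sdhaf1 (2.91, standard error 0.26, adjusted p = 0.000332 from edgeR, and 1.94 with the sequence length). Of 76 mitochondrial ribosomal proteins, 54 were higher, among them Mrps25 (4.44, and 3.93 with the sequence length) and Mrpl52 (3.87 and 1.96), and 2 were lower, Mrpl42 and Mrpl37 (55 and 2 adjusted over the list alone; 6 and 49 by uncentred limma). Of 31 genes of mitochondrial protein import, 18 were higher and 1, Pam16, which had no RPF, was lower. Adjusted over the list alone these were 18 and 1, and by uncentred limma 8 and 21. The median log2 TE of the import genes was 0.90, and 0.52 with the sequence length. It lay at percentile 81.1 of random lists matched on coding length, whose median was 0.68. Tomm7 (6.24, and 2.69 with the sequence length), Tomm6 (3.86 and 1.59) and the import cochaperone Grpel1 (2.54) were among those higher, as was the import receptor Tomm20 (0.90, standard error 0.17, adjusted p = 0.00655 from edgeR), whose log2 TE was 0.34 (adjusted p = 0.17) with the sequence length in place of the effective length. The TCA cycle had 12 of 21 genes higher and 0 lower, with Suclg1 at 1.46, Idh3b at 1.39, Dlat at 1.15 and Cs at 0.90. Adjusted over the list alone 14 were higher and 0 lower, and by uncentred limma 0 and 17. On the primary transcript Idh3b did not pass (0.25 relative to the median gene). Mdh2 (0.58, adjusted p = 0.0476 from edgeR) passed in none of the 6 fits without 1 library (adjusted p from 0.0555 to 0.126). The phosphate carrier Slc25a3 (0.43, adjusted p = 0.0499 from edgeR) no longer passed with a replicate block (adjusted p = 0.077) or without any 1 library. The adenine nucleotide carrier Slc25a4 (0.94, adjusted p = 0.083 from edgeR) passed with the block (0.85, adjusted p = 0.032), without RPF replicate 2 (1.21, adjusted p = 0.027) and by DESeq2. Atp5b did not pass by edgeR (0.49, adjusted p = 0.061) and did with the sequence length (0.72, adjusted p = 0.0127) and by DESeq2. Without RNA replicate 1, 2 or 3 the lower mitochondrial ribosomal proteins numbered 1 and the lower import genes 0 each time. With a replicate block the lower genes of these lists numbered 2 and 0. Without RNA replicate 2 or 3, 7 TCA cycle genes were higher. The number was also 7 with at least 50 counts, with no filter beyond 1 count, and without both libraries of number 1. It was 17 by DESeq2, 15 with the sequence length and 14 without mitochondria-encoded genes.

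**Figure D1:**
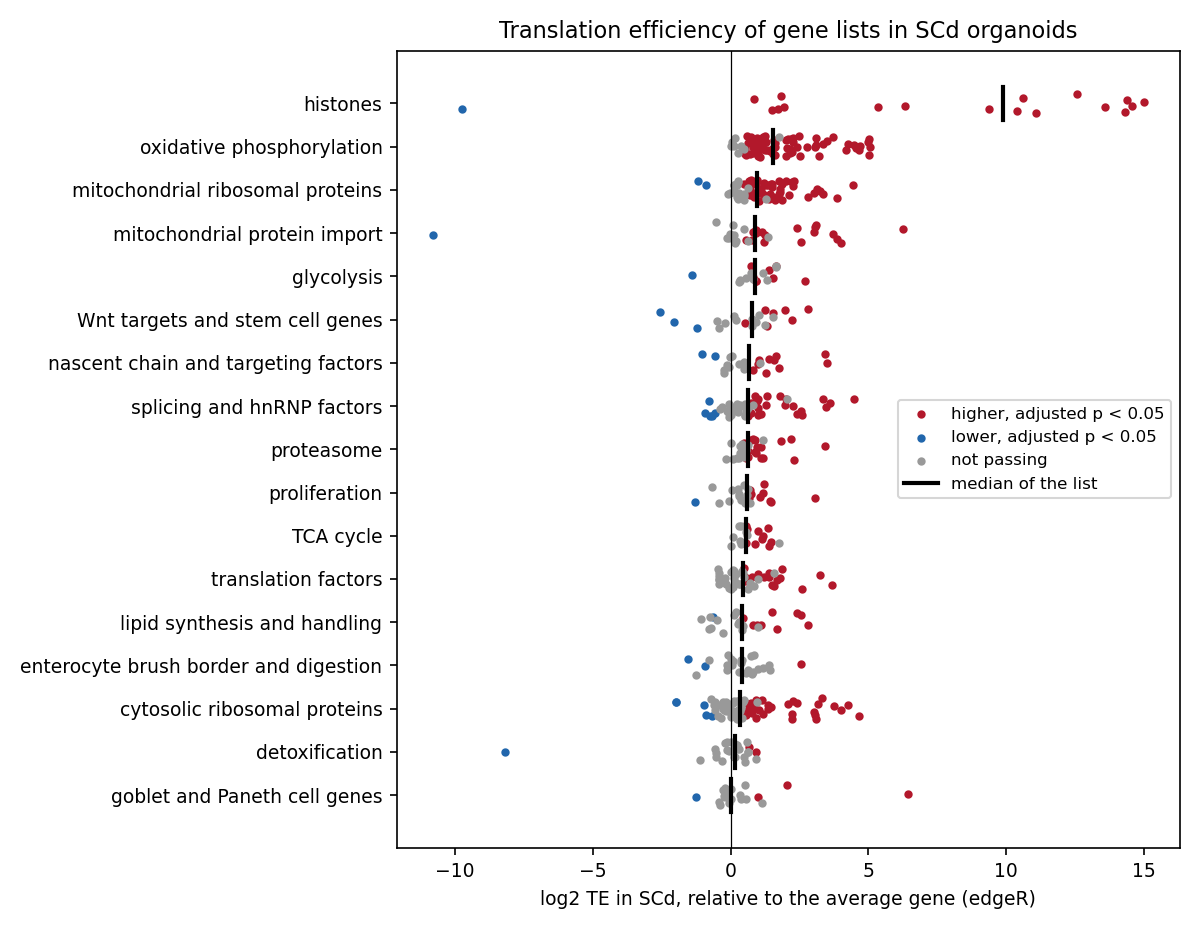
Log2 TE in SCd organoids of each tested gene of the 17 gene lists, where 0 is the average gene, with each list's median. By uncentred limma, more genes of each list were lower than higher, except for histones.

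Of 20 glycolytic genes 9 were higher, among them Pfkl (2.72, and 0.46 on the primary transcript, where it did not pass), Pgam1 (1.66), Hk2 (1.54) and Tpi1 (1.38), and 1 was lower, Eno3, at −1.40 (9 and 1 adjusted over the list alone; 0 and 12 by uncentred limma). In the proteasome, 18 of 31 genes were higher, with Psmc6 at 3.42, and 0 lower (18 and 0 adjusted over the list alone; 1 and 26 by uncentred limma). Translation factors had 16 of 44 genes higher, with Eif5a at 3.69 (1.89 with the sequence length) and Eif1ax at 3.25 (2.54), and 0 lower (15 and 0 adjusted over the list alone; 2 and 32 by uncentred limma). Of 51 splicing and hnRNP factors, 24 were higher and 5 lower (25 and 5 adjusted over the list alone; 5 and 38 by uncentred limma). Cpsf6 (4.48, and 2.64 with the sequence length), Srsf2 (3.48) and Srsf3 (1.98) were among those higher. On the primary transcript Cpsf6 and Srsf2 did not pass (0.21 and −1.12 relative to the median gene). The 5 lower ones were Pabpn1, Prpf8, Mbnl2, Esrp2 and Rbm10. Among ribosomal proteins, Rpl41 stood at 4.66 (1.42 with the sequence length) and Rpl22, the tagged eL22, at 0.53 (adjusted p = 0.0223 from edgeR, and no longer past the threshold without RNA replicate 2 or 3 or RPF replicate 1, with adjusted p = 0.0514, 0.0749 and 0.0518), and the 5 lower ones were Rps12 (−1.99), Rplp0 (−1.99), Rpsa (−0.97), Rps2 (−0.88) and Rpl12 (−0.68). Of 22 nascent chain and targeting factors, 10 were higher and 2, Srpr and Dnajc2, lower (10 and 2 adjusted over the list alone; 2 and 14 by uncentred limma). Srp9 (3.50, and 1.14 with the sequence length) and Sec61g (3.44 and 1.02), which bring secretory proteins to the endoplasmic reticulum, were among those higher. So was Btf3, the beta subunit of NAC (1.74, standard error 0.19, adjusted p = 0.000713 from edgeR). On its primary transcript Btf3 did not pass (−1.07 relative to the median gene, adjusted p = 0.371). Naca, the alpha subunit, had a log2 TE of −0.00 (standard error 0.15, adjusted p = 0.99 from edgeR), with RNA at 860 ± 144 TPM and RPFs at 227 ± 43.3 TPM (SD, n = 3). The lower members of lists were named after their values were seen. Without RNA replicate 1, 2 or 3 the lower ribosomal proteins numbered 2, 2 and 3, and with a filter of at least 50 counts 12. Without RNA replicate 2 or 3 the lower splicing factors numbered 2 and 1, the lower nascent chain factors 1 and 1, and the lower glycolytic genes 0 and 0. Without RNA replicate 3, 11 proteasome genes and 10 translation factors were higher, and without RPF replicate 1 or 2, 1 and 2 translation factors were lower.
Of 21 Wnt targets and stem cell genes, 7 were higher, among them Ascl2 (2.21), Sox9 (1.99) and Cd44 (1.24). The 3 lower ones were Rnf43 (−2.57), Znrf3 (−2.05) and Lgr4 (−1.20), which act on the Wnt receptor. Adjusted over the list alone 7 were higher and 3 lower, and by uncentred limma 0 and 9. On the primary transcript Ascl2 and Cd44 did not pass (0.27 and −2.03 relative to the median gene). Lgr5 (1.04, adjusted p = 0.14 from edgeR), Axin2 (−0.49, adjusted p = 0.44) and Mex3a (−0.43, adjusted p = 0.52) did not pass, nor did Olfm4 (0.94, adjusted p = 0.29). Without RNA replicate 1, Lgr5 (1.67, adjusted p = 0.0281 from edgeR) and Olfm4 (2.08, adjusted p = 0.00922) were higher, and Olfm4 also with a replicate block (1.30, adjusted p = 0.036). Olfm4 was also higher without both libraries of number 1 (1.80, adjusted p = 0.0144). Axin2 was lower without RPF replicate 2 (−1.16, adjusted p = 0.0335 from edgeR) and on its primary transcript (−0.76 relative to the median gene, adjusted p = 0.0130). Centred limma called Mex3a higher (0.55, adjusted p = 0.0437). Mex3a had 14, 7 and 2 RPF reads in replicates 1, 2 and 3. At this level the 1 added to TPM and the centring largely set the sign, so the call does not test TE. Of 26 enterocyte genes, Fabp2 was higher (2.55) and Mgam (−1.52) and Cdhr2 (−0.92) lower, none of them when adjusted over the list alone by edgeR (0 and 0; 1 and 3 at an unadjusted p under 0.05, 2 and 2 by DESeq2, 5 and 3 with a replicate block, and 0 and 15 by uncentred limma). Without both libraries of number 1, 7 were higher and 1 lower. Fabp2 did not pass without any 1 RNA replicate (adjusted p from 0.0524 to 0.0578), nor Mgam without RNA replicate 2 or 3 (0.0615 and 0.0777). Cdhr2 no longer passed with that block (adjusted p = 0.0505), with the sequence length (0.135) or without any 1 RNA replicate or RPF replicate 2. Cdhr5 passed with the block (−1.47, adjusted p = 0.016) and without RPF replicate 3 (−1.94, adjusted p = 0.015). Of 19 goblet and Paneth cell genes, Tff3 (2.04), Defa20 (0.99) and Defa3 (6.42) were higher and Spdef (−1.24) lower (2 and 0 adjusted over the list alone; 1 and 14 by uncentred limma). With the sequence length 1 was higher, Defa3, as Tff3 (0.65, adjusted p = 0.0785) and Defa20 (0.54, adjusted p = 0.199) did not pass, and 0 were lower. Defa20 did not pass either without RNA replicate 1 or 2 or RPF replicate 2 or 3 (adjusted p = 0.102, 0.121, 0.0603 and 0.101). With a replicate block 5 were higher and 0 lower, and Spdef did not pass (adjusted p = 0.074). Lyz1, Muc2 and Alpi did not pass (0.51, −0.20 and −0.10, adjusted p = 0.13, 0.87 and 0.83 from edgeR), though Lyz1 did by DESeq2 (adjusted p = 0.0493). Without RNA replicate 1, 2 or 3, in this order, 11, 4 and 4 Wnt targets and stem cell genes were higher, and 0 enterocyte genes were higher and 1, 0 and 0 lower. Without RPF replicate 1, 2 enterocyte genes were higher, and without RPF replicate 2, 1 was lower. No goblet or Paneth cell gene was lower without RNA replicate 2 or 3 or any 1 RPF replicate.
Over all genes, 2393 had a higher and 3214 a lower TE than the average gene. Without RNA replicate 2 or 3 the lower genes numbered 2046 and 2011. Uncentred limma called 405 higher and 10060 lower and turned the sign of 29 of the 93 named genes that passed by edgeR, and centred limma 4443 higher and 1429 lower, 75.7% higher against 42.7%. Where a list had 0 lower genes, edgeR also called 0 lower at an unadjusted p under 0.05 and so did DESeq2, while on primary transcripts not all had 0. There, higher and lower genes numbered 51 and 4 in OXPHOS, 46 and 2 among mitochondrial ribosomal proteins, 18 and 0 in import, 9 and 0 in the TCA cycle, 9 and 1 in glycolysis, 41 and 11 among cytosolic ribosomal proteins, 10 and 2 in the proteasome, 16 and 3 among translation factors, 17 and 10 among 48 splicing and hnRNP factors, 10 and 2 among nascent chain factors, 4 and 4 among Wnt targets and stem cell genes, 3 and 3 among enterocyte genes and 2 and 0 among goblet and Paneth cell genes. On the primary transcript, which the paper's methods use, Btf3 (−1.07, adjusted p = 0.371), Srsf2 (−1.12, adjusted p = 0.435) and Cd44 (−2.03, adjusted p = 0.0703), relative to the median gene, no longer passed. Nor did Ascl2 (0.27, adjusted p = 0.972 from edgeR), Cpsf6 (0.21, adjusted p = 0.896) and Idh3b (0.25, adjusted p = 0.818), also relative to the median gene. By setting RPFs against mRNA levels in SCe and SCd, the paper states that it identified genes with differential TE (Fig. 1E).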

Despite the overall levels of protein synthesis being similar between SCe and SCd cultures (fig. S3A), RiboSeq analysis revealed that around 300 genes are translationally regulated when comparing the two conditions (Fig. 1E and table S1). Most of these hits appear to be regulated by the overall number of ribosomes bound to them (RO). However, we also identified some transcripts that displayed potential changes in initiation and/or elongation rate, as measured by the relative abundance of RPFs at the start of the mRNA compared to the body (RO s2b). Gene set enrichment analysis (GSEA) of these data showed that gene sets associated with oxidative phosphorylation (OXPHOS) and other mitochondrial-associated processes were changed in TE in SCe organoids compared to SCd, despite having no change at the RNA level (Fig. 1F and figs. S2, B and C). The opposite trend was observed in gene sets associated with glycolytic pathways, suggesting that this switch may be translationally regulated (Fig. 1F and figs. S2, B and C). When looking at specific genes, there are only minor changes to their levels. However, these changes are consistently present in many of the members of the gene sets, leading to the significant differences here observed. Previous studies have demonstrated that ISCs rely heavily on OXPHOS (*2*), and, in accordance with the RiboSeq results, we observed increased levels of mitochondrial respiration in SCe compared to SCd cultures (Fig. 1G and fig. S3B). When using various OXPHOS inhibitors to impair mitochondrial function (fig. S3C), we detected a significant decrease in the expression of stem cell markers (Fig. 1H), as quickly as within 15 min of treatment (fig. S3D), with only a slight impact on differentiation markers (fig. S3E). In contrast, we saw no consistent effect on the levels of these markers when using different glycolysis inhibitors (Fig. 1H and fig. S3E), supporting the idea that ISCs rely heavily on mitochondrial respiration. To measure whether this transcriptional change in ISC markers was indicative of a change in functional stem cells, we conducted a colony formation assay and observed that oligomycin treatment significantly impaired the clonogenic capacity of ISCs (Fig. 1, I to K), confirming that this is the case.

### NACα is translationally regulated in ISCs

As we had shown that metabolism is translationally regulated in ISCs, we next assessed the functional importance of translationally regulated genes in ISCs. To do this, we performed a dropout CRISPR screen in SCe, Cas9-expressing organoids. 

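In the screen, Cas9-expressing organoids transduced with the sgRNA library were followed from the end of puromycin selection (T0) to day 10 (T10) in medium with 10 µM CHIR99021, a GSK3 inhibitor, and 1.5 mM valproic acid, and an sgRNA whose target is needed for growth becomes rarer. The table of the authors holds 1 normalized value per sgRNA and time point for 4760 sgRNAs. Reads had been trimmed with cutadapt and counted and normalized with MAGeCK. The paper's methods give 3 technical replicates and the legend of Fig. 2 gives 3 biological replicates, but the table has 1 pooled column per time point, so there is no replicate check and every comparison is of 2 pooled libraries. Dividing by the value of 1 read (0.455 normalized counts at T0 and 2.20 at T10) gave whole reads for 100% of values within 1e-06, in all 69113823 reads at T0 and 58835998 at T10. The median was 14822 reads per sgRNA at T0 and 2993 at T10.
Log2 fold changes were taken as log2(value + 1) at T10 less that at T0. Guides were ordered by this change, and each region was scored by robust rank aggregation, the method of MAGeCK, over the 4725 sgRNAs with reads. A region was counted as depleted or enriched where fewer than 0.05 of 100000 random guide sets of its size scored as strongly, the level of the line in Fig. 2A. The value 0 at T10 was read as under 3 reads, or 6.59 normalized counts, which sets the lower bounds of fold changes given here.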

We infected these organoids with a custom library containing single-guide RNAs (sgRNAs) targeting mRNAs that show altered translational levels in SCe and SCd organoids (table S2). The library contained a total of 4765 sgRNAs, of which 100 sgRNAs were nontargeting controls, 445 sgRNAs targeted genes known to be important for cell survival (such as ribosomal proteins), acting as positive controls, and 1235 sgRNAs were targeting translationally regulated genes involved in metabolic processes. 

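At T0 the library was even, and at T10 few sgRNAs held much of it. At T0, sgRNAs from the 5th to the 95th percentile had 4187 to 23495 reads, and 50% of all reads fell on 1690 sgRNAs. At T10, 50% of the reads fell on 272 sgRNAs, and 1452 sgRNAs had no read, against 35 at T0, which had none at either time. The 48 sgRNAs with the most reads at T10 took 25.1% of them. The largest at T10 was 1 of 5 sgRNAs against Ythdc2, which encodes an RNA helicase, with 1449987 reads or 2.46% of the library.
The table held 100 nontargeting sgRNAs, 444 sgRNAs against 89 positive control genes, 2791 against the coding regions of 580 genes, 921 against 101 5′UTRs and 504 against 101 regions upstream of genes. Among the positive controls are 74 of the 79 cytosolic ribosomal proteins. Positive control sgRNAs were already rarer at T0, with a median of 2963 normalized counts, against 8023 for nontargeting sgRNAs, 6901 for coding regions, 7186 for 5′UTRs and 7198 for upstream regions.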

Organoids were cultured in SCe medium for 10 days, and midway through this selection (day 5), the organoids were disrupted and recultured to promote stem cell capacity. Surviving organoids were harvested at day 10 and sequenced, allowing us to identify translationally regulated genes that are essential for stem cell capacity (fig. S4A). Alongside the positive controls, a total of 74 genes dropped out of the screen. 

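By T10, organoids had lost sgRNAs against ribosomal proteins and splicing factors, and all 5 sgRNAs each against Ppp2r3c, a regulatory subunit of protein phosphatase 2A, Faf2, a factor of protein degradation at the endoplasmic reticulum, Srsf1, a splicing factor, and Hars, histidyl-tRNA synthetase. The median sgRNA fell at least 931-fold for Ppp2r3c, 1016-fold for Faf2, 659-fold for Srsf1 and 862-fold for Hars. In all, 71 target regions other than controls were depleted, 59 coding regions, 8 5′UTRs and 4 upstream regions of 70 genes. Of the 89 positive control genes, 43 were depleted. None of the 71 passed Benjamini-Hochberg adjustment of the share of random guide sets, which is 0 regions at an adjusted value under 0.05 beside 71 unadjusted, and 60 when compared with the nontargeting guides.
Ribosomal proteins led the gene lists, with 42 of 76 depleted and 0 enriched (38 depleted when adjusted over the list alone). Rps10 and Rps4x lost all 5 sgRNAs, at least 533-fold and 381-fold for the median sgRNA. Rpl22, the protein tagged in the RiboTag mouse, counted as depleted through 1 lost sgRNA while 4 of 5 rose. Of 43 splicing and hnRNP factors, 14 were depleted and 0 enriched (3 when adjusted over the list alone), among them Srsf1, Lsm8 with all 5 sgRNAs lost (at least 519-fold) and Srsf7 with 4 of 5 lost (at least 710-fold). Pcbp2 counted through 2 lost sgRNAs with a median log2 fold change of 1.64. The median of ribosomal proteins lay at percentile 0.04 of 10000 random lists matched on T0 values and that of splicing factors at percentile 0, as a description of these libraries. Of 19 translation factors, 3 were depleted, Eif2s3x with all 5 sgRNAs lost (at least 540-fold), Eif3d (at least 609-fold) and Eif3c, 0 when adjusted over the list alone and 0 enriched. Eif3c had 1 of 4 sgRNAs lost and a median log2 fold change of −10.55. Of 5 glycolytic genes, 2 were depleted, the control Gapdh (at least 660-fold) and Aldoa (at least 893-fold), 2 when adjusted over the list alone and 0 enriched. None of 5 OXPHOS genes was depleted or enriched, with 0 when adjusted over the list alone. Uqcrc2 had a median log2 fold change of −0.98 and a share of random sets of 0.15, Atp5a1 −0.23 and 0.42, and Sdha, a positive control that is also in the TCA cycle list, −10.73 and 0.36 with 2 of 5 sgRNAs lost. In the TCA cycle 0 of 4 were depleted and Cs was enriched (median log2 fold change 2.62).
Of 4 genes of mitochondrial protein import, Tomm70a was depleted, with 3 of 5 sgRNAs lost, the median at least 956-fold lower and rank 15 among all regions, positive controls included. Of 2 mitochondrial ribosomal proteins, Mrpl49 was depleted with 3 of 5 lost, and of 2 proteasome genes Psma5 with 5 of 5 lost (at least 312-fold). These 3 were also depleted when adjusted over their list alone. Of 21 lipid genes 3 were depleted, the ATP citrate lyase Acly with 4 of 5 sgRNAs lost (at least 434-fold), the sphingolipid desaturase Degs2 and the acetyl-CoA carboxylase Acaca, 0 when adjusted over the list alone. Degs2 and Acaca each had 2 of 5 sgRNAs lost, with median log2 fold changes of −1.11 and −10.12. The depleted 5′UTRs included those of Rps27l with 4 of 5 sgRNAs lost, Elovl5 with 4 of 10 (median log2 fold change −0.78) and Ctsd with 3 of 6. The upstream regions included those of Mdh1 with 3 of 5 lost, Slc5a1 with 1 of 5 (−0.63) and Ctsd with 1 of 4 (−0.75). The coding regions of these genes were not depleted. Their median log2 fold changes were 0.36 for Rps27l, 1.55 for Elovl5, −0.24 for Ctsd, −0.16 for Mdh1 and −4.46 for Slc5a1. Also in the leading 12 were Triap1 with 4 of 5 sgRNAs lost, Slc43a2 with 2 of 5, and the clathrin heavy chain Cltc with 5 of 5 (at least 510-fold).
In the paper's Table S3, 74 target regions of 71 genes other than controls and 42 positive controls have a p under 0.05, and 60 and 41 of these were also depleted here. Compared with the nontargeting guides instead of random sets of all guides, 172 regions and 76 positive control genes were depleted. The gene lists and the naming rule were written with Table S3 at hand, so the lists are not independent of it. The paper states that sgRNAs lost from surviving organoids identify translationally regulated genes essential for stem cell capacity.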

As expected, there was no dropout of the nontargeting guides (Fig. 2A and table S3).

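As a group, the nontargeting sgRNAs rose from T0 to T10, with a median log2 fold change of 1.26 (95% binomial interval of the median 0.60 to 1.81), and of −0.78 when both time points were rescaled to the same total. Rescaling both to the median of the nontargeting sgRNAs, which centres this class by construction, gave −0.16. Of 98 nontargeting sgRNAs with reads, 67 were higher and 31 lower at T10 by the normalized counts, a split that depends on the scaling as the median does. Of these 98, 13 were at 0 at T10, 13.3% (95% Wilson interval 7.92 to 21.4). Positive control sgRNAs were at 0 in 327 of 441, 74.1% (69.9 to 78.0).
The other classes lay in between. Of 2778 sgRNAs against coding regions, 794 were at 0 at T10, 28.6% (26.9 to 30.3), with a median log2 fold change of 0.02. For 5′UTRs 184 of 909 were at 0, 20.2% (17.8 to 23.0), with a median of 0.59, and for upstream regions 99 of 499, 19.8% (16.6 to 23.6), with a median of 0.54. Sets of sgRNAs of other classes matched to the nontargeting ones on their T0 values had a median log2 fold change of 0.43 and 21.4% at 0, and the nontargeting median stood at percentile 99.5 of them and the nontargeting share at 0 at percentile 1.80. Sets matched to the positive controls in the same way had 55.3% at 0 (95% of sets from 51.0 to 59.4), and the positive controls' share stood at percentile 100 of them and their median log2 fold change at percentile 0. The intervals are Wilson intervals at 95% and cover counting error only.

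**Figure D2:**
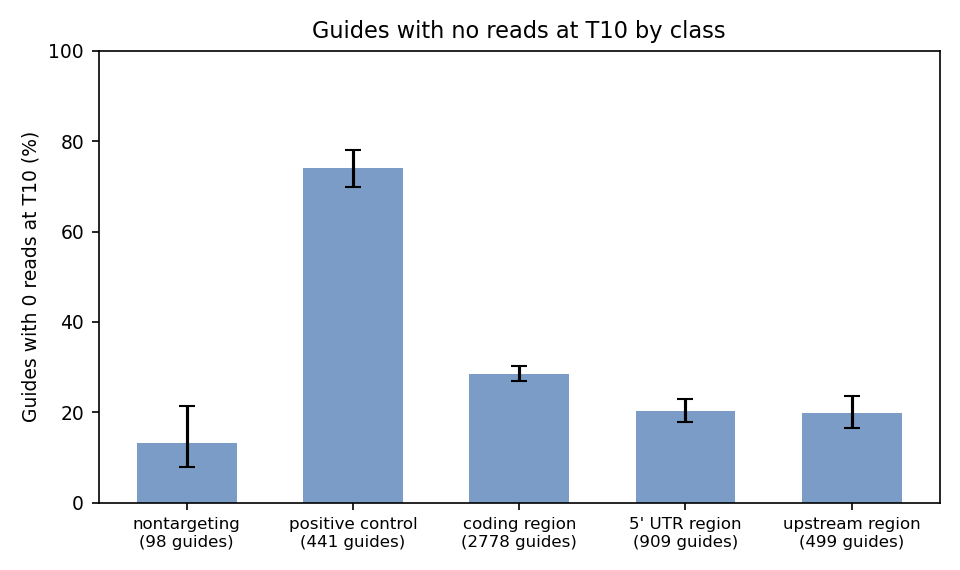
Share of sgRNAs at 0 at T10 by class of sgRNA, with 95% Wilson intervals. Nontargeting sgRNAs have 13.3% at 0 and positive controls 74.1%.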

**Fig. 2.**
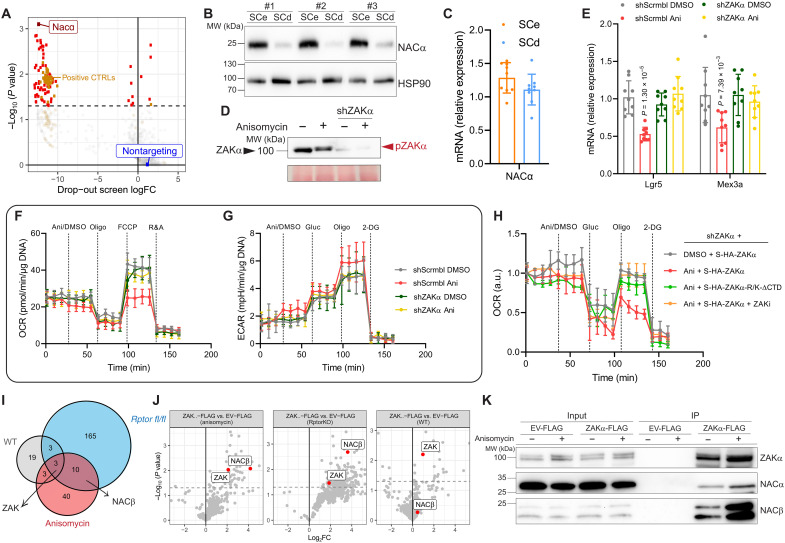
Intestinal cell regulation of NAC occurs posttranscriptionally. (**A**) Results of the CRISPR screen. Positive controls, nontargeting sgRNA and significant results are highlighted. Top hit is NACα (*n* = 3 biological replicates). (**B**) Western blot analysis shows higher levels of NACα in SCe compared to SCd cultures. HSP90 works as loading control (*n* = 3 biological replicates). (**C**) RT-qPCR analysis shows no differences in *NACα* levels in SCe compared to SCd cultures. *Hprt* works as a housekeeping control. Means and SD are shown (*n* = 3 biological replicates each in technical triplicates). (**D**) Phos-tag analysis shows ZAKα phosphorylation following anisomycin treatment. (*n* = 3 biological replicates). (**E**) RT-qPCR analysis of stem-related genes in WT organoids treated with anisomycin. *Hprt* works as a housekeeping control. Means and SD are shown (*n* = 3 biological replicates each in technical triplicates). (**F**) OCR analysis shows ZAKα-dependent decreased respiration in WT organoids treated with anisomycin. Means and SD are shown (*n* ≥ 4 biological replicates). Quantification in fig. S4C. (**G**) ECAR analysis shows ZAKα-dependent increased glycolysis WT organoids treated with anisomycin. Means and SD are shown (*n* ≥ 4 biological replicates). Quantification in fig. S4D. (**H**) OCR analysis shows rescue of the decrease in respiration, caused by anisomycin, by a ribosome-binding mutant version of ZAKα (S-HA-ZAKα-R/K-dCTD) and ZAKα inhibitor but not WT ZAKα (S-HA-ZAKα). Means and SD are shown (*n* ≥ 3 biological replicates). Quantification in fig. S4G. (**I**) Venn diagram of proteins identified in rapid immunoprecipitation mass spectrometry of endogenous protein (RIME) experiment as potential ZAKα interactors (*n* = 2 biological replicates). (**J**) Volcano plots highlighting differential enriched interactors of ZAKα (*n* = 2 biological replicates). (**K**) Immunoprecipitation of ZAKα-FLAG confirms interaction with both NACα and NACβ in HCT116 cells, which is increased upon anisomycin treatment. Empty vector (EV)-FLAG works as a control. (*n* = 3 biological replicates). Quantification in fig. S4I.

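Naca encodes the alpha subunit of the nascent polypeptide-associated complex (NAC), and all 5 sgRNAs against its coding region were lost from the organoids by T10. Each fell by at least 728-fold, the median one by at least 762-fold. Naca had the smallest share of random guide sets of all regions, positive controls included, 0.00028, rank 1. Its median log2 fold change was −12.29, and −13.29 with a pseudocount of 0.5 and −8.97 with one of 10. In all, 37 regions had all 5 sgRNAs at 0 at T10, 24 of them positive controls. Their fold changes depend on T0 values alone. The median T0 was 2528 normalized counts for these positive controls and 4345 for the others. Rank 1 therefore does not show a stronger loss than in the other fully lost regions. Of 4 nascent chain and targeting factors in the library, Naca was depleted (also when adjusted over the list alone) and Naa10, a catalytic subunit of N-terminal acetyltransferase, was enriched (median log2 fold change 1.71). Srp54a and Sec61a1 did not pass, with 3 and 2 of 5 sgRNAs lost, median log2 fold changes of −11.78 and −0.97 and shares of 0.17 and 0.30.
The gene Naca (ENSMUSG00000061315) lies on the plus strand of chromosome 10 of GRCm38 from 128035575 to 128048637, with 2 annotated transcripts whose coding sequences have 645 and 6561 bases. The sgRNA TCTTTAGGCTATGTCCAAAC matches 128047651 to 128047670, at exon 5 of the shorter transcript and exon 6 of the longer one, and had 14303 reads at T0. CACCTACCTGTCTCAGCCTG, on the minus strand from 128036548 to 128036567 at exon 2 of both, had 13849. ACACACCTGGGCTTGCTGCG, on the minus strand from 128046240 to 128046259 at exons 3 and 4, had 11034. GGGTCTTCGACAGGTTACAG, from 128047672 to 128047691 at exons 5 and 6, had 10894, and TGAGTCAGTACCAGAGCTCG, from 128046193 to 128046212 at exons 3 and 4, had 10548. All 5 had 0 reads at T10.
The last pair of sgRNAs also matches other places perfectly. TGAGTCAGTACCAGAGCTCG matches the processed pseudogene Gm6863 on chromosome 12 from 96922953 to 96922972, and GGGTCTTCGACAGGTTACAG matches Gm6863 from 96922800 to 96922819 and the locus of Olfr275 and Gm12482 on chromosome 4 from 52821736 to 52821755. Without sgRNAs known to match several places Naca had rank 53, with 3 sgRNAs left and a share of 0.0079, and compared with the nontargeting guides its rank was 5, with 20 other regions tied with it or above.

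**Figure D3:**
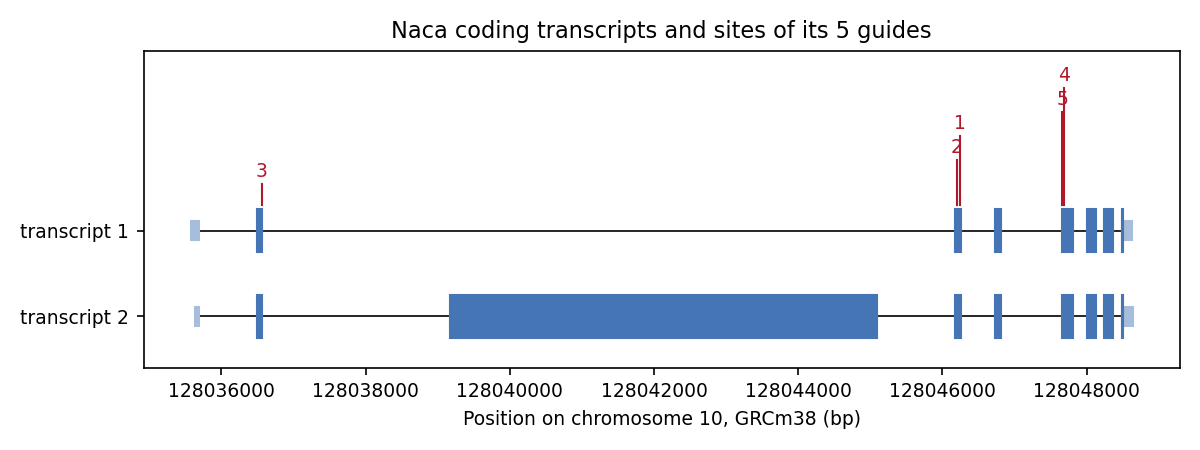
Exons of the 2 coding transcripts of Naca on chromosome 10 of GRCm38 with the positions of the 5 sgRNAs. Coding parts are drawn taller than untranslated parts, and all 5 sgRNAs were at 0 at T10.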

The top hit of the screen was the NAC subunit alpha, NACα (Fig. 2A and table S3). NACα is a subunit of the nascent polypeptide-associated complex (NAC), a highly conserved ribosome-associated complex whose primary function is to interact with and assist in the proper folding and targeting of newly synthesized polypeptide chains, as they emerge from the ribosome during translation (*18*). We confirmed that NACα levels were changed in SCe compared to SCd organoid cultures by Western blotting, which revealed a dramatic posttranscriptional down-regulation as ISCs differentiate (Fig. 2, B and C, and table S1). This finding suggests a potential role for NACα in ISCs maintenance, potentially via its regulation of metabolic identity.

### ZAKα regulates NACβ following translation impairment

We have previously shown that translation impairment also affects the metabolic identity of intestinal cells. This is regulated via the activation of the ribosome stress sensor ZAKα (MAP3K20), driving ISCs from OXPHOS toward glycolysis, which ultimately affects their identity in a p38-independent manner (*15*). However, how ZAKα mediates this metabolic switch is still unknown. To explore this, we first activated ZAKα in organoids using a low dose of a translation inhibitor (anisomycin) (Fig. 2D). This was sufficient to specifically decrease the expression of stem cell markers (Fig. 2E and fig. S4B) and rewire metabolism by decreasing OXPHOS levels (Fig. 2F and fig. S4C) and increasing glycolysis (Fig. 2G and fig. S4D), all of which were dependent on ZAKα, as demonstrated by the knockdown of the kinase using short hairpin RNA (shRNA). To confirm that the interaction of ZAKα with the ribosome was key in this context, we expressed either a mutant version of ZAKα that does not bind the ribosome (*24*) (S-HA-ZAKα-R/K-ΔCTD) or its wild-type (WT) ZAKα counterpart (S-HA-ZAKα) in shZAKα KD cells. As expected, mutant ZAKα cannot be activated upon anisomycin treatment (fig. S4E) and rescues the decrease in OXPHOS caused by anisomycin treatment (Fig. 2H and fig. S4F). Last, we also observed that targeting ZAKα kinase activity using a specific inhibitor (*25*) (fig. S4F) rescues the decrease in respiration triggered by anisomycin (Fig. 2H and fig. S4G), corroborating the findings seen upon genetic manipulation.

As ZAKα kinase activity is crucial in this context, it is likely that it regulates metabolism via direct interaction with a partner. We therefore generated an organoid line expressing a FLAG-tagged version of ZAKα. We treated these organoids with anisomycin, confirmed the activation of the FLAG-tagged ZAKα (fig. S4H), immunoprecipitated ZAKα, and carried out liquid chromatography–mass spectrometry (fig. S4I). We compared this to a similar experiment that we previously published (*15*), in which we used the same FLAG-ZAKα to identify interactors following impaired translation via mammalian target of rapamycin (mTOR) inhibition. Although both mTOR inhibition and anisomycin treatment activate ZAKα and inhibit OXPHOS, their interactome was unexpectedly different (Fig. 2I). Nevertheless, analysis of the overlapping interactors identified NACβ (also known as BTF3) as the most significantly enriched common ZAKα-interactor (Fig. 2, I and J). NACβ is the second subunit of the NAC, forming a heterodimer with NACα to assist in the cotranslational targeting of nascent polypeptides to the proper organelles.

As we had previously identified NACα as a potential regulator of mitochondrial metabolism in ISCs, this obviously piqued our interest. To confirm the interaction of ZAKα with the NAC, we used the colorectal cancer cell line HCT116, in which we overexpressed FLAG-ZAKα. We confirmed that NACβ interacts with ZAKα in these cells and that this interaction is increased upon anisomycin treatment. Furthermore, we also saw that NACα also interacts with ZAKα, albeit at a lower level than NACβ (Fig. 2K and fig. S4J).

### Altering NAC levels affects mitochondrial respiration and ISC identity

As we had identified NAC as a potential regulator of OXPHOS in two different model systems, we sought to further explore its role in metabolic regulation in these models and assess whether it plays a role in defining stem cell identity. Using intestinal organoids, we had observed a down-regulation of NACα upon cell differentiation (Fig. 2B), in which we also saw a reduction in OXPHOS (Fig. 1G and fig. S3B). We therefore hypothesized that overexpression of this gene would promote stemness by up-regulating OXPHOS.

This turned out to be the case, and following NACα overexpression in WT organoids (fig. S5, A and B), we observed a substantial increase in mitochondrial respiration (Fig. 3A and fig. S5C). Moreover, when these organoids were grown in SCd media to promote differentiation, the expected decrease in OXPHOS was completely blocked, emphasizing the importance of NAC in this process (Fig. 3A and fig. S5C). NACα overexpression also resulted in an increase in stem cell markers and block of differentiation following R-spondin removal (Fig. 3B), demonstrating that NAC-mediated regulation of OXPHOS is key in sustaining the metabolic profile necessary for ISC maintenance. Direct visualization by immunofluorescence showed the presence of a significantly higher number of ISCs in NACα overexpressing organoids grown in SCd media, compared to WT organoids (Fig. 3, C and D). Furthermore, we tested the clonogenic capacity of ISCs in the same organoid lines and observed that NACα overexpression was sufficient to rescue colony formation capacity following R-spondin removal (Fig. 3, E to G), confirming that expression of NACα is sufficient to maintain ISCs in conditions that are known to cause their loss.

**Fig. 3.**
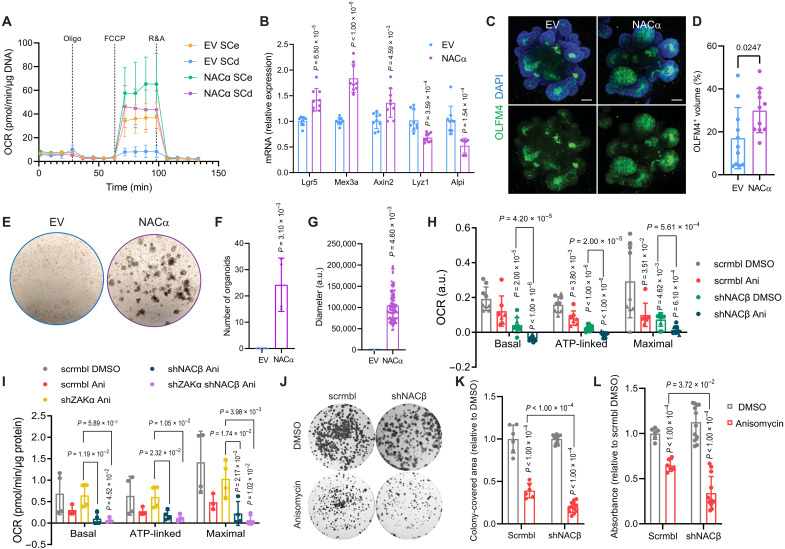
Modulation of NAC affects respiration and stemness in intestinal cells. (**A**) OCR analysis shows a rescue of respiration in SCd organoids overexpressing NACα. Means and SD are shown (*n* = 4 biological replicates). Quantification in fig. S5C. (**B**) RT-qPCR analysis of stem (*Lgr5*, *Mex3a*, and *Axin2*) and differentiation (*Lyz1* and *Alpi*) genes in organoids overexpressing NACα or EV, following R-spondin removal. *Hprt* works as a housekeeping control. Means and SD are shown (*n* = 3 biological replicates each in technical triplicates). (**C**) Immunofluorescence of organoids overexpressing NACα show a significant increase of stem cell marker OLFM4 (green) following R-spondin removal. DAPI (4′,6-diamidino-2-phenylindole, blue) marks the nuclei. Scale bar, 50 μM. (**D**) Quantification of stem cells based on the OLFM4^+^ signal in (C). (**E**) Representative images show that NACα overexpression significantly increases the clonogenic potential of SCd cultures (*n* = 4 biological replicates), measured by (**F**) number and (**G**) diameter of organoids. (**H**) OCR analysis shows decreased respiration in HCT116 cells treated with anisomycin, upon shNACβ and when combining both. Means and SD are shown [*n* = 5 biological replicates for each shRNA. shNACβ#3 (circles); shNACβ#1 (triangles)]. Profiles in fig. S5H. (**I**) OCR analysis shows decreased respiration in HCT116 cells treated with anisomycin and its rescue by shZAKα, which is reversed by shNACβ. Means and SD are shown (*n* = 4 biological replicates). Profiles in fig. S5I. (**J**) Representative images of survival assay in control and shNACβ HCT116 cells upon vehicle or anisomycin treatment. (**K**) Colony-covered area shows a decrease upon anisomycin treatment and a further reduction when combined with shNACβ. Means and SD are shown (*n* = 6 biological replicates). (**L**) Crystal violet shows a decrease upon anisomycin treatment and a further reduction when combined with shNACβ. Means and SD are shown (*n* = 6 biological replicates).

Alongside NACα overexpression, we also took the opposite approach and knocked down each subunit of NAC. As this was technically unfeasible in organoids, we used the HCT116 colon cancer cell line model. As expected, on the basis of the CRISPR screen results (Fig. 2A), NACα deletion was lethal in these cells. However, we successfully generated NACβ-deficient cells (fig. S5, D to F). These cells presented decreased OXPHOS, supporting NAC’s role as a regulator of metabolism (Fig. 3H and fig. S5H). Unexpectedly, when combining NACβ deficiency with anisomycin treatment [which results in a ZAKα-mediated decrease in OXPHOS (Fig. 3I and figs. S5, G and I)], there was an additive effect. We hypothesize that this is a result of incomplete knockdown of NACβ (figs. S5, D to F) and that the remaining protein is then fully inhibited by the activation of ZAKα, although it could also be explained by anisomycin and NACβ working in parallel pathways. As expected, anisomycin-mediated inhibition of OXPHOS was rescued by ZAKα knockdown (Fig. 3I and fig. S5I). Crucially, this rescue was completely abolished in NACβ-deficient cells, suggesting that the effect of ZAKα activation on OXPHOS is mediated by NACβ. Consistent with this, the loss of NACβ also exacerbated the effect of ribosome impairment on the survival of these cells. Using a colony formation assay, we observed that loss of NACβ further decreased both the colony-covered area and the crystal violet staining upon anisomycin treatment, supporting the idea that NAC deregulation decreases OXPHOS and proliferative potential of intestinal cells (Fig. 3, J to L). Together these results point to the importance of NAC in maintaining the metabolic profile necessary for ISC maintenance, demonstrating that NAC-regulated mitochondrial function plays a crucial regulatory role.

### Mitochondrial protein import is mediated by NAC via ribosome localization

It has been previously shown that NAC can regulate the localization of ribosomes (*19*, *20*). As the local translation of mitochondrial proteins is key to the correct functioning of this organelle (*26*), we reasoned that this may be an explanation of the observed phenotypes. To test this hypothesis, we used a fractionation-based method to measure the abundance of cytosolic ribosomes on the OMM (*27*), both in WT and NACβ-deficient cells, in the presence or absence of anisomycin. This analysis showed a significant decrease in the number of cytosolic ribosomes associated with the OMM following either anisomycin treatment or NACβ depletion, as measured by ribosomal protein uL30 levels (Fig. 4, A and B).

**Fig. 4.**
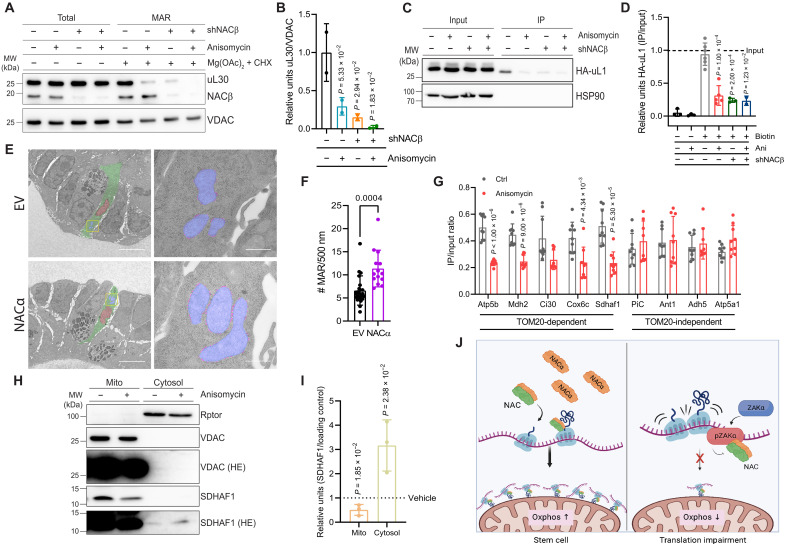
NAC promotes the import of mitochondrial proteins in intestinal cells via ribosome localization. (**A**) Western blot of HCT116 cells shows decrease in mitochondria-associated ribosomes (MAR) in shNACβ cells and upon anisomycin treatment. VDAC works as loading control. (**B**) Quantification of Western blots in (A). Means and SD are shown (*n* = 2 biological replicates). (**C**) Western blot of human embryonic kidney 293 (HEK293T) cells shows a decrease in biotinylated ribosomes following anisomycin treatment and shNACβ. HSP90 works as loading control. (**D**) Quantification of Western blots in (C). Means and SD are shown (*n* ≥ 2 biological replicates). (**E**) Representative electron microscopy (EM) images of WT organoids overexpressing EV-FLAG or NACα-FLAG. ISCs are marked in green (cytosol) and red (nulcei), and yellow squares indicate the matching zoomed-in areas. Scale bar, 50 μM. Zoomed-in images of the mitochondria (in blue) of ISCs show a significant increase MAR (in magenta) upon NACα overexpression. Scale bar, 500 nM. (**F**) Quantification of MAR in WT organoids overexpressing EV-FLAG and NACα-FLAG. Means and SD are shown, corresponding to ≥2 mitochondria from ≥5 images. (**G**) RT-qPCR analysis of genes with a putative N-terminal mitochondria-targeting sequence (MTS) (*Atp5b*, *Mdh2*, *Ci30*, *Cox6c*, and *Sdhaf1*) and without (*PiC*, *Ant1*, *Adh5*, and *Atp5a1*). *18S* rRNA works as housekeeping control. Means and SD are shown (*n* = 3 biological replicates each in technical triplicates). (**H**) Western blot of fractionated HCT116 cells shows decrease in SDHAF1 levels in mitochondria upon anisomycin treatment. Rptor and VDAC work as loading controls for cytosolic and mitochondrial fractions, respectively. (**I**) Quantification of Western blots in (H). Means and SD are shown (*n* = 3 biological replicates). (**J**) Schematic representation of the model proposed for the central role of NAC in metabolic regulation in the intestine. Created with BioRender.com.

Although this finding supports the idea that impairment of NAC perturbs the localization of ribosomes to the OMM, this experiment relies on the addition of different drugs required to stabilize ribosomes, which may confound the interpretation of these results. To overcome this, we also performed a proximity-labeling assay using WT and NACβ-deficient cells expressing the OMM protein TOM20 fused to the biotin ligase BirA, which recognizes a specific avidin acceptor fused to the HA-tagged ribosomal protein uL1 (HA-uL1-AviTag) (fig. S6A) (*28*). After adding biotin to the cells, we immunoprecipitated the biotin-labeled avidin-tagged ribosomes using streptavidin beads and quantified the mitochondrially associated ribosomes (MARs) by determining the ratio of HA-uL1 levels in IPs-to-Inputs. This confirmed that following anisomycin treatment and consequent ZAKα activation, ribosomes were less localized to the mitochondria, an effect that was also seen following NACβ knockdown (Fig. 4, C and D). As NAC also blocks the mislocalization of proteins to the ER by preventing the signal recognition particle (SRP) from erroneously targeting ribosomes without a signal sequence (*19*), we also measured the distribution of ribosomes to the ER. We used the same system as above but using cells expressing HA-uL1-AviTag together with Sec63-BirA (*29*). This showed an increase in ER localized ribosomes following anisomycin treatment (figs. S6, B and C).

To visualize whether these same ribosome localization changes were occurring in the organoids, we used electron microscopy (EM) to measure MAR both in WT and following NACα overexpression. This analysis showed that NACα overexpression resulted in a significant increase in MAR (~30%) without any change in overall cytosolic ribosome levels (Fig. 4, E and F, and fig. S6D). Together, these results indicate that NAC regulates the distribution of ribosomes inside the cell, mediating their targeting to the mitochondria and potentially regulating OXPHOS.

To further understand what newly synthesized peptides might be affected by this MAR relocalization, we isolated the mRNAs associated with biotinylated ribosomes. As it is known that NAC probes the ribosomal exit tunnel for mitochondrial targeting sequence of nascent chains (*18*), which are then imported by TOM20 (*30*), we quantified mRNAs that encode for proteins that are thought to be imported by TOM20 (*Atp5b*, *Mdh2*, *Ci30*, *Cox6c*, and *Sdhaf1*) compared to mRNAs for mitochondrial proteins that are not thought to depend on TOM20 for their internalization to the mitochondria (*PiC*, *Ant1*, *Adh5*, and *Atp5a1*) (*28*). This revealed a significant decrease in the abundance of TOM20-dependent targets near the OMM, upon anisomycin treatment, while transcripts imported by other proteins were unaffected (Fig. 4G). Furthermore, through cell fractionation, we analyzed the protein levels of SDHAF1 in the mitochondria and in the cytosolic fraction. This TOM20-imported peptide is a component of the mitochondrial respiratory chain, and its translation in the vicinity of the mitochondria is reduced upon translation impairment and consequent NAC modulation (Fig. 4G). Consistent with this, we observed that upon anisomycin treatment, the amount of SDHAF1 in mitochondria decreases, and this is accompanied by an increase in the cytoplasm (Fig. 4, H and I). Together, these results suggest that NAC regulates the localization of ribosomes to the OMM and the consequent import of mitochondrial peptides through TOM20, thus potentially affecting mitochondrial metabolism and ultimately affecting cell identity in the intestine.

## DISCUSSION

The intestinal epithelium is the primary nutrient sensing organ in the body. It is in direct contact with nutrients and metabolites in the intestinal lumen and thus needs to constantly adapt to the current conditions by promoting a suitable differentiation program. During these transitions, different intestinal cells display specific metabolic programs; however, little is known about how such features are regulated. In this work, we explore how metabolism is regulated in intestinal cells.

It has previously been shown that mitochondrial quality control systems are important for this process, with mitochondrial fission (*14*) and stress response (*13*) playing crucial roles in intestinal stemness. However, our results suggest that this is only part of the picture. We show that ribosomes can modulate mitochondrial function by influencing localized translation at this organelle. Studies have demonstrated a role for localized translation in several contexts; however, these have exclusively focused on the spatial distribution of mRNAs (*31*, *32*). In this study, we show that the distribution of ribosomes is regulated in ISCs and that their redistribution may be an important part of both normal cell differentiation and the response to ribosome stress. While it is known that brain cells have the capability to reposition ribosomes during developmental processes and in response to injury (*33*, *34*), our study suggests that ribosome localization itself is a key determinant of cell fate.

We show that this process is mediated by NAC, which is regulated by translation during normal ISC function, and by the kinase Zakα following ribosome stress. In both contexts, the redistribution of ribosomes potentially acts as a regulator of metabolism, and NAC ultimately plays a crucial role in defining cell fate. (Fig. 4J). A potential explanation is that by promoting the relocalization of ribosomes to the outside of the mitochondria, NAC ensures that the metabolic needs of ISCs are met. Further studies are needed to specifically address the causative effect of ribosome localization on cellular metabolism, but this is technically impossible at present. However, if true, our study would bring phenotypic context to the still poorly understood role of NAC-mediated mitochondrial targeting of newly synthetized peptides and highlight the fact that this complex has a broader role beyond the regulation of SRP recognition of ER signal sequence–containing peptides (*18*, *35*).

Our findings also shed light on the intricate relationship between translation, metabolism, and stem cell function. As intestinal cells exhibit a high metabolic plasticity, switching between glycolysis and OXPHOS depending on their specific differentiation needs, the localization of ribosomes to the mitochondrial surface could indicate a specialized translational control mechanism that allows cells to rapidly adapt their protein synthesis in response to different demands. This flexibility is vital for cells to respond to environmental cues and maintain their functions under varying conditions, such as stress-related responses, which happen often in the intestine. Together, we show that the intersection of metabolic cues and signaling pathways determine the fate of ISCs in this complex tissue and that modulation of RNA translation via ribosome localization might be a key mediator of these processes.

It is worth mentioning that while the complexity of the organoid model is a major strength over standard cell line models, it does present some technical constraints. For example, in cell lines, we could measure ribosome localization, mRNA ribosome loading and protein import using both a BirA-proximity and a fractionation-based approach, which was impossible to do in organoids. As a result, we instead used EM, which allowed us to quantify MAR, but we could not assess ribosome loading or protein import as we have done in the cell lines. Nevertheless, the convergence of key phenotypic outcomes between these two distinct experimental approaches lends credibility to our results.

We also show that the metabolic program of ISCs is determined by translation rather than transcription, revealing a layer of regulation of metabolism in ISCs. This is key to allowing rapid responses that support the metabolic shifts required for self-renewal and/or differentiation into specific cell types. We used RiboSeq to identify this translational regulation and developed a metric to analyze these data. This was based not only on ribosomal abundance but also on the distribution of ribosomes along each transcript, a measure we called the RO s2b. This measure provides additional insights into translation dynamics, allowing us to identify mRNAs that have previously been missed by regular RiboSeq analysis. This includes *NAC*α, which had a clear difference in RO s2b, but not in overall RO, although its protein expression levels were significantly increased in ISCs. This highlights the power of using different readouts to get a more complete understanding of the translational regulation landscape. The combination of this with a custom-designed CRISPR screen that was also carried out in intestinal organoids provided a thorough and reliable analysis of the translational regulation of metabolism.

Our results revealed that ISCs produce high levels of NACα, thus favoring OXPHOS and maintaining their stem cell identity. However, upon either cell differentiation or translational impairment, NAC gets hindered, preventing the targeting of proteins to the vicinity of the mitochondria. This results in a decrease of cellular OXPHOS and changes in cellular phenotype. Consistent with this, overexpression of NACα is sufficient to rescue the decrease in mitochondrial respiration associated with differentiation, leading to an increase in functional ISCs. Together, these results highlight the complex regulatory roles that translation has in both the metabolism and the identity of intestinal cells. Here, we show that the intestine is capable of shaping its composition in a quick and adaptable manner, potentially by spatially regulating translation of mitochondrial proteins, essential to promote the survival of stem cells. We show that two distinct signals converge on NAC to regulate metabolism, positioning it as a central regulator of this process in the intestine. Overall, our findings emphasize the value of considering translation, and particularly ribosome dynamics, in the broader framework of cellular processes, and highlight the importance of the ribosome in understanding the intricate regulatory mechanisms that govern cell identity and function in the intestine.

## METHODS

### Ethical approval

All mouse experiments were carried out with the approval of the NKI Animal Welfare Body and the NKI-AVL Institutional Review Board, according to the ethical and procedural guidelines established by Dutch law.

### Mouse colonies

Experiments in this study included female and male C57BL/6 mice with ages between 8 and 12 weeks old, all bred in-house at the Netherlands Cancer Institute. The animals were generated as described previously (*15*). For *VillinCre^ERT2^eL22.HA* mice, two consecutive injections of tamoxifen (80 mg/kg) were administered, and samples were taken 24 hours after to adjust for variations in recombination efficiency and total cell count. Crypt cultures from *VillinCre^ERT2^Rptor^fl/f^* mice were induced in vitro, as described below. Gt(ROSA)26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^ mice did not require any induction.

### Organoid isolation and culture

Small intestinal organoids were generated from intestinal crypts of *VillinCre^ERT2^eL22.HA*, *VillinCre^ERT2^Rptor^fl/fl^*, and Gt(ROSA)26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^ mice, as previously described (*36*). Organoids were cultured in basal membrane extract (BME) (Amsbio) plugs in ENR medium: advanced Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Thermo Fisher Scientific), supplemented with 10 mM Hepes (Thermo Fisher Scientific), 1× GlutaMAX (Thermo Fisher Scientific), penicillin (100 U/ml), streptomycin (100 μg/ml) (Thermo Fisher Scientific), 0.1% bovine serum albumin (Sigma-Aldrich), 1× B27 (Thermo Fisher Scientific), and 1× N2 (Thermo Fisher Scientific), together with 10% (v/v) Noggin-conditioned medium, 10% (v/v) R-spondin conditioned medium, and epidermal growth factor (50 ng/ml; Peprotech). All organoid lines were kept at 37°C in a humidified atmosphere with 5% CO_2_. For organoids isolated from *VillinCre^ERT2^Rptor^fl/fl^* animals, *Rptor* loss was induced in vitro by treatment with 500 nM 4-hydroxytamoxifen (Sigma-Aldrich).

SCe were generated by culturing organoids in ENR medium supplemented with 10 μM CHIR99021 (Cayman) and 1.5 mM of valproic acid (VPA, Biovision) (*22*) for 4 to 5 days. SCd cultures were obtained when culturing organoids in EN medium (the same media described above but depleted of R-spondin) for 2 days.

To inhibit OXPHOS, the organoids were treated for 24 hours with 2,5 μM oligomycin A, 1 μM rotenone, or 1 μM antimycin A. For glycolysis inhibition, the organoids were treated for 24 hours with 0.5 mM diclofenac or 15 mM dichloroacetate. All drugs used in thea Seahorse analysis were purchased from Sigma-Aldrich.

### Cell culture

HCT116 and human embryonic kidney (HEK) 293T were obtained from the American Type Culture Collection. HEK293T HA-uL1-AviTag and HA-uL1-AviTag Sec63-mVenus-BirA cells were a gift from J. S. Weissman’s laboratory (UCSF) (*29*) and Y. Arava’s laboratory (Technion) (*28*). All cells were cultured according to standard methods in DMEM high-glucose, Glutamax-supplemented medium (Thermo Fisher Scientific) supplemented with 10% fetal calf serum (FCS), penicillin (100 U/ml), and streptomycin (100 μg/ml) (Thermo Fisher Scientific), at 37°C in a humidified atmosphere with 5% CO_2_. All cell lines used were routinely tested for mycoplasma contamination.

### Plasmids, lentiviral production, and infection

LentiGuide-Puro (Addgene) (*37*) vector was used for cloning the custom CRISPR library used in the screen. shRNAs constructs for knockdown of Zakα in mouse intestinal organoids (target sequence: CCACGATTATCTGAACCTGTT) and NACβ in the human cell lines (target sequences: sh#3 CCCAGCATCTTAAACCAGCTT and sh#1 GCAGCGAACACTTTCACCATT) were chosen from the Open Biosystems Expression Arrest TRC library. As a negative control, shRNA containing a scramble sequence (ACAAGATGAAGAGCACCA) was used. These shRNAs were inserted into a pLKO.1 vector (Addgene). Constructs carrying either the ribosome-binding mutant version (S-HA-ZAKα-R/K-∆CTD) or WT Zakα (S-HA-ZAKα) were a gift from S. Bekker-Jensen’s group (University of Copenhagen) (*24*).

Lentivirus was produced by transfecting the above-mentioned vectors into HEK293T cells with the third-generation lentiviral packaging plasmids pVSV-G, pRSV-REV, and pMDL RRE (Addgene). Polyethylenimine (PEI, Polysciences) was the transfection agent used for plasmid delivery (3 μl/DNA μg). The viral supernatant was filtered through a 0.45-μm filter and, in the case of organoid infection, was concentrated using the LentiX concentrator reagent (Takara).

For the knockdown of ZAKα in HCT116 cells the commercial construct pLV[shRNA]-Puro-U6 > hMAP3K20[shRNA#5] (VB221006-1160bjs, VectorBuilder) was used (target sequence GATGTGACATTCAACACTAAC). The scramble shRNA lentiviral control vector pLV[shRNA]-EGFP/Puro-U6 > Scramble_shRNA (VB010000-0009mxc, VectorBuilder) was used as a control. For the affinity purification and immunoprecipitation experiments, ZAKα-FLAG was expressed through the construct pLV[Exp]-Bsd-mPGK>mMap3k20[NM_023057.5]/3xFLAG (VB210329-1381j, VectorBuilder), and the empty FLAG vector LV[Exp]-Bsd-mPGK> {3xFLAG/Stuffer_300bp} (VB210329-1386ht, VectorBuilder) was used as a negative control. For NACα overexpression, the commercial construct pLV[Exp]-Bsd-CMV > mNaca[NM_013608.3]/FLAG (VB230413-1266frg, VectorBuilder) was used. These constructs were packaged into lentivirus by VectorBuilder. Detailed information can be retrieved on vectorbuilder.com using the identifiers.

Cells were infected with lentivirus using polybrene (8 μg/ml; Sigma-Aldrich) and were subsequently selected with puromycin (2 μg/ml; Thermo Fisher Scientific) or blasticidin (8 μg/ml; Thermo Fisher Scientific) depending on the infected vector.

In organoid infections, organoids were kept in enriched ENR medium: ENR medium supplemented with growth and stem cell–inducing factors 10 μM Rho kinase inhibitor Y-27632 (Cayman), 1 mM VPA (Biovision), 1 μM Jagged-1 (AnaSpec), and 6 μM CHIR99021 (Cayman), for 2 days. Organoids were then dissociated into single cells using 1× TryplE Express Enzyme solution (Thermo Fisher Scientific) supplemented with deoxyribonuclease (DNAse, 200 U/ml) for 12 min at 37°C or StemPro Accutase (Thermo Fisher Scientific) supplemented with 10 μM Y-27632 for 3 min at 37°C, in the case of *Rptor ^fl/fl^* organoids. The cells were plated over BME-coated wells in enriched ENR medium and infected with the concentrated virus using polybrene (8 μg/ml). 24 hours after infection, a layer of BME was put on top of these cells and the medium was refreshed. Then, the organoids were selected with either puromycin (2 μg/ml; Thermo Fisher Scientific) or blasticidin (8 μg/ml; Thermo Fisher Scientific) depending on the infected vector. Modified organoids were then cultured in BME plugs with ENR medium.

For proximity assays, plasmid containing Tom20-mVenus-BirA was a gift from the Y. Arava’ laboratory (Technion) (*28*). This construct was transiently expressed in cells using PEI (Polysciences) as a transfection agent (3 μl/DNA μg).

### Colony formation and survival assays

For colony formation assays WT, NACα overexpressing or empty vector–expressing mouse intestinal organoids were dissociated into single cells using 1× TryplE Express Enzyme solution (Thermo Fisher Scientific) supplememented with DNAse (200 U/ml) for 12 min at 37°C. The reaction was stopped by washing the dissociated cells with advanced DMEM/F12 (Thermo Fisher Scientific), supplemented with 10 mM Hepes (Thermo Fisher Scientific), 1× GlutaMAX (Thermo Fisher Scientific), penicillin (100 U/ml), and streptomycin (100 μg/ml) (Thermo Fisher Scientific). A total of 100,000 cells were seeded per 10 μl of BME plug. For WT organoids, the cells were cultured for 24 hours after seeding in ENR media supplemented with 10 μM Y-27632 and either 2.5 μM oligomycin A (Sigma-Aldrich) of dimethyl sulfoxide (DMSO). For NACα overexpressing and empty vector–expressing organoids, the cells were cultured for 24 hours after seeding in SCd conditions (EN medium supplemented with 10 μM Y-27632). For all lines, the organoids were then grown in ENR medium for five more days and images were acquired.

HCT116 cells were plated in six-well plates at around 1500 cells per well and cultured in DMEM, as described above, for 10 days. Upon plating, cells were either treated with anisomycin (1 μM, Sigma-Aldrich) or vehicle (DMSO) for 24 hours. After 10 days, the cells were fixed and stained with crystal violet solution [0,025% crystal violet (Sigma-Aldrich), 1% MetOH, and 1% formaldehyde] for 1 hour and then washed with water. Images were acquired in a ChemiDoc XRS+ (BioRad), and colony-covered area was quantified using Fiji software. Crystal violet staining was extracted by incubating plates with 10% acetic acid solution for 40 min, and 562-nm absorbance was measured using an Infinite M Plex microplate reader (Tecan).

### Immunofluorescence

Immunofluorescence of intestinal organoids was performed as previously described (*38*). SC-depleted organoids were incubated overnight with anti-OLFM4 antibody and Alexa Fluor–labeled secondary antibody was later combined with 4′,6-diamidino-2-phenylindole (DAPI). Images were collected on BC43 Benchtop spinning disk confocal (Andor, Oxford Instruments). A Plan-Apochromat 20×/0.8 WD = 0.8-mm air objective was used to obtain 16-bit images with a 4.1 MP complementary metal-oxide semiconductor camera with a 2-by-2 binning (resolution: 1024 by 1000). A *z*-slice thickness of 2 μM was used to cover the complete thickness of the sample (200 μM, 101 slices). Imaris software (version 10.1.0, Oxford Instruments) was used for three-dimensional reconstruction of images and their quantification. In short, the “surface” function was used to generate a mask of the total volume of the epithelium of each organoid (based on the DAPI channel). Within this volume, the surface function was used to measure the total ISC volume (based on the OLFM4 channel), thereby excluding the unspecific luminal signal. The OLFM4^+^ volume was calculated by dividing the sum of the volume of all OLFM4^+^ surfaces in one organoid over the total epithelial volume per organoid. A list of the antibodies used can be found in table S4.

### Ultrastructural analysis and quantification

Organoids were cultured as mentioned above and prepared for EM similar to as previously reported (*14*). Briefly, samples were fixed in Karnovsky fixative [2.5% glutaraldehyde (EMS) + 2% formaldehyde (Sigma-Aldrich)] in 0.1 M PHEM buffer [60 mM PIPES, 25 mM Hepes, 10 mM EGTA, and 2 mM MgCl_2_ (pH 6.9)] at room temperature for 2 hours. They were rinsed and stored in 1% formaldehyde 1 M PHEM buffer (pH 6.9) at 4°C until further processing. The samples were postfixed with 1% OsO_4_, 1.5% K_3_Fe(III)(CN)_6_ in 1 M PHEM (pH 7.4) for 2 hours. The organoids were then dehydrated in a degraded series of acetone and embedded in EMbed812 (EMS). Ultrathin sections were cut (Leica Ultracut UCT), collected on formvar transmission EM grids (Cell Microscopy Core, UMC Utrecht) after fresh carbon coating (Leica EM ACE600). Sections were post-stained with uranyl acetate and lead citrate (Leica AC20). Micrographs were collected on a Tecnai12 (FEI Thermo Fisher Scientific) equipped with a Veleta 2 k–by–2 k charge-coupled device (CCD) camera (EMSIS, Munster, Germany) operating SerialEM software or on a JEM1010 (JEOL) equipped with a Veleta 2 k–by–2 k CCD camera (EMSIS, Munster, Germany).

For quantifying the number of MAR, entire mitochondrial perimeters were selected using a freehand selection tool and the length was measured in FiJi (*39*). The ribosomes in contact (<20-nm proximity) with the selected mitochondrial membranes were annotated, and the number of ribosomes per measured mitochondrial membrane length (ribosome #/500 nm) was calculated per condition in randomly selected cells. In addition, the number of cytosolic ribosomes was quantified in the same cells by selecting random areas of 200 nm by 200 nm in the cytosol and calculating the number of ribosomes per measured cytosolic area (ribosome #/μm^2^). The annotations and quantifications of EM images were done by three independent people.

### RNA isolation and RT-qPCR

Cells were collected on ice, washed in phosphate-buffered saline (PBS), and centrifuged at 1000 rpm for 5 min at 4°C. The pellets were lysed with TRIzol reagent (Thermo Fisher Scientific). RNA was isolated by chloroform extraction followed by centrifugation, isopropanol precipitation, washing in 75% ethanol, and resuspension in nuclease-free water. Nucleic acid quantification was performed with Nanodrop, and 1 μg of template was used for downstream analysis. Reverse transcription reactions were carried out using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific), following the manufacturer’s instructions. qPCR was performed using the comparative CT method by normalization of targets of interest to a suitable housekeeping gene (table S5). SYBR Green PCR Master Mix (Thermo Fisher Scientific) reactions were carried out in technical triplicates in a final volume of 7 μl.

### Protein synthesis assay

Protein synthesis rates were measured as described previously (*36*). Briefly, intestinal organoids were grown in either ENR, SCe, or SCd conditions and taken on day 4 for analysis. The cells were incubated with DMEM methionine-free medium (Thermo Fisher Scientific) for 20 min, after which ^35^*S*-methionine label (30 μCi/ml; Hartmann Analytic) was added for 1 hour. The cells were harvested in ice-cold PBS and centrifuged at 800 rpm for 3 min to clear the BME. Pellets were resuspended in lysis buffer [50 mM tris-HCl (pH 7.5), 150 mM NaCl, 1% Tween-20, 0.5% NP-40, 1× protease inhibitor cocktail (Roche), and phosphatase inhibitor cocktail (Sigma-Aldrich)] and incubated on ice for 10 min. The lysates were then cleared by centrifugation at 13,000 rpm for 2 min and precipitated onto filter paper (Whatmann) with 25% trichloroacetic acid and washed twice with 70% cold ethanol and twice with cold acetone. Last, a liquid scintillation counter (PerkinElmer) was used to measure scintillation, and the activity was normalized by total protein content. All experiments were done in technical replicates for each biological unit.

### Bioenergetics analysis

Assessment of the cellular metabolic function was carried out using Seahorse Bioscience XFe24 Analyzer (Agilent). Measurements in organoids were done as described previously by our group (*15*). For HCT116 cells, these were seeded at 25,000 cells per well and cultured in DMEM, as described above, for 48 hours before the analysis. Both oxygen consumption rate (OCR) (representing mitochondrial respiration) and extracellular acidification rate (ECAR) (representing glycolysis) measurements were taken according to the manufacturer’s instructions in DMEM (Sigma-Aldrich) supplemented with 2 mM l-glutamine for the ECAR experiments and additional 5.5 mM d-glucose for the OCR measurements. For OCR assays, the following reagents were added: oligomycin A (1 μM), FCCP (1 μM) (Sigma-Aldrich), rotenone (1 μM), and antimycin A (1 μM). For the ECAR analysis the following reagents were added: glucose (10 mM) (Sigma-Aldrich), oligomycin A (1 μM) (Sigma-Aldrich), and 2-deoxy-d-glucose (50 mM) (Sigma-Aldrich). When stated, the cells were pretreated with either ZAKi (1 μM) (*25*), anisomycin (1 μM, Sigma-Aldrich), or vehicle (DMSO) for 30 min. Results were normalized to DNA content for the organoids. Briefly, cells were dissolved in DNA lysis buffer [75 mM NaCl, 50 mM EDTA, 0.02% SDS, and Proteinase K (0.4 mg/ml)] and incubated at 56°C for 2 hours. DNA was then precipitated by mixing samples with 1 volume of isopropanol, followed by an incubation at 4°C overnight and centrifugation at 8000 rpm for 30 min at 4°C. Pellets were washed with cold 70% ethanol and air dried. Last, DNA was resuspended in nuclease-free H_2_O and quantified using Nanodrop. For cell lines, total protein content was used to normalize the results. Cells were lysed in radioimmunoprecipitation assay lysis buffer [50 mM tris-HCl (pH 8.0), 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and 1× protease inhibitor cocktail cOmplete ULTRA tablets, EDTA-free (Roche)], incubated for 10 min on ice and centrifuged for 20 min, max speed at 4°C. The supernatants were quantified using the Pierce bicinchoninic acid (BCA) Protein Assay Kit (Thermo Fisher Scientific) and an Infinite M Plex microplate reader (Tecan).

### Western blot

The organoids and cells were washed twice with cold PBS, and pellets were resuspended on ice in the appropriate lysis buffer. Samples were then sonicated for 10 cycles of 1 s ON/1 s OFF, with an amplitude between 20 and 30%. After quantifying proteins with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) and an Infinite M Plex microplate reader (Tecan), these were separated by SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to a 0.2-μm pore nitrocellulose membrane (PALL). Membranes were blocked using 5% milk/tris-buffered saline 0.1% Tween 20) and then incubated with primary antibodies overnight at 4°C followed by the corresponding secondary antibody conjugated to horseradish peroxidase for 1 hour at room temperature. Last, proteins were visualized with the help of ECL-Plus reagent (Thermo Fisher Scientific) and Syngene equipment. The antibodies used in this study can be found in table S4.

### Phos-tag gel electrophoresis

Cells were lysed in 2× NuPAGE LDS sample buffer (Thermo Fisher Scientific) with 100 μM dithiothreitol (DTT), sonicated, and boiled for 10 min at 100°C. The samples were run in 8% SDS-PAGE gels prepared with 10.7 μM Phos-tag acrylamide (Wako) and 21.4 μM MnCl_2_. Before transferring, the gel was rinsed three times with transfer buffer supplemented with 10 mM EDTA and then one final time with EDTA-free transfer buffer. Transfer and subsequent procedure was performed as described for Western blot.

### RNA sequencing

Total RNA was isolated from SCe and SCd organoid cultures as described above. The quality of the samples was assessed with the 2100 Bioanalyzer, using an RNA Nanochip (Agilent), and used in downstream analysis when showing an RNA integrity number above 8. Libraries were generated with the TrueSeq Stranded mRNA kit (Illumina) and sequenced using HiSeq2500 equipment.

### Ribosome profiling

#### Sample preparation

The samples were prepared as described previously (*15*). Briefly, intestinal organoids were generated from *VillinCre^ERT2^RPL22.HA* and *VillinCre^ERT2^Rptor^fl/fl^RPL22.HA* mice and plugged in 30 μl of BME. Each experimental condition was carried out using three biological replicates, and around 150 plugs were used for each replicate. Translating ribosomes were stalled by treating cells with cycloheximide (100 μg/ml) for 3 to 5 min at 37°C and immediately incubating them on ice for the remainder of the experiment. After collecting the cells, the pellets were washed twice with cold PBS supplemented with cycloheximide (100 μg/ml), resuspended in ice-cold lysis buffer [20 mM tris HCl (pH 7.4), 10 mM MgCl_2_, 150 mM KCl, 1% NP-40, cycloheximide (100 μg/ml), and 1× EDTA-free proteinase inhibitor cocktail (Roche)], and incubated for 20 min on ice, followed by mechanical disruption with a 25G syringe. Lysates were then centrifuged at max speed for 20 min at 4°C, and the supernatants were collected.

#### eL22-HA pull down

Lysates were precleared with Pierce Control Agarose Matrix (Thermo Fisher Scientific) for 20 min at 4°C and immunoprecipitated with prewashed Anti-HA.11 Epitope Tag Affinity Matrix (BioLegend) for 4 hours at 4°C. The beads were washed twice with ice-cold lysis buffer and twice with ice-cold wash buffer [20 mM tris HCl (pH 7.4), 10 mM MgCl_2_, 350 mM KCl, 1% NP-40, cycloheximide (100 μg/ml), and 1× EDTA-free protease inhibitor cocktail (Roche)]. Tagged ribosomes were then eluted by incubating the beads with HA peptide (200 μg/ml; Thermo Fisher Scientific) for 15 min at 30°C with constant agitation. Digestion of nonprotected RNA was performed with 10 μl of ribonuclease I (Thermo Fisher Scientific) for 40 min at 25°C, and the reaction was stopped by adding 13 μl of SUPERASE (Thermo Fisher Scientific). Lastly, RPFs were purified using miRNeasy minikit (Qiagen) following the manufacturer’s instructions.

#### Library preparation

The library preparation was performed as previously described (*15*). RPFs ranking from 19 to 32 nucleotides were size-selected using a 10% TBE-Urea polyacrylamide gel. The 3′ and 5′ ends were modified accordingly, and the respective adapters were ligated with a T4 RNA ligase I (New England Biolabs). The final products were size-selected one last time, and ribosomal RNA (rRNA) depletion was performed using custom-made biotinylated oligos (table S6) (*40*) together with MyOne Streptavidin C1 DynaBeads (Thermo Fisher Scientific). Purified RPFs were then used to synthesize cDNA with SuperScript III (Thermo Fisher Scientific), according to the manufacturer’s instructions, using the RTP primer (table S5). After purification with G50 columns (Merck), cDNA was amplified using Phusion High-Fidelity DNA Polymerase (Thermo Fisher Scientific), with primers containing different RP indexes to allow for sequencing (table S5). PCR products were purified with a QIAquick PCR purification kit (Qiagen) and size-selected one last time with an E-Gel SizeSelect II 2%, (Thermo Fisher Scientific). The quality and molarity of all samples were assessed with the Agilent 2100, and libraries were sequenced on the Illumina HiSeq2500.

#### RNA-seq and RiboSeq data analysis

All sequencing datasets were first quality controlled using the FastQC tool. Ribosome profiling data were later trimmed and cleaned from adapter sequences using the Cutadapt tool (*41*). RiboSeq-related QC plots were generated with RiboCode (*42*) after mapping the rRNA and tRNA–cleaned reads to mm10 genome using the STAR aligner (*43*). Transcript quantifications were performed with Salmon (v.1.1.0) (*44*), for which transcript sequences from gencode vM21 annotation were used. However, coding sequence (CDS) and untranslated region (UTR) sequences of each gene were separated for the quantification of RO with RiboSeq reads. Before transcript quantifications, the sequencing reads were also cleaned from rRNA fragments with the SortMeRNA tool (*45*). In subsequent analyses, upstream open reading frame (uORF) RO was defined as the RO levels determined on the 5′UTR sequences of each gene. Differential TE of each gene was calculated with the RiboDiff tool (*46*), for which the input consisted of salmon-computed RNA-seq–based mRNA abundance and RiboSeq-based CDS RO values for every primary transcript of each gene. Primary transcripts were determined by the APPRIS annotation, and low-abundance genes were excluded from this analysis. The other gene-specific translation metric, RO s2b ratio, was defined as the ratio of read counts between the translation initiation site (first 30 codons) and the rest of the CDS, where each gene is represented by its primary transcript. Note that this ratio is also multiplied by the CDSlength-90 to minimize the effect of varying CDS lengths on RPF abundance, and genes/transcripts with a low number of RPFs or CDS length smaller than 100 are excluded from the analysis. Differential analysis of RNA abundance, RO, and uORF RO were performed with the DESEQ2 package (*47*) in the R environment, whereas, limma package (*48*) was used for differential s2b ratio analysis. GSEA were performed with the ClusterProfiler package (*49*) using the standard GSEA measure that was defined as logFC × min[−log_10_(adj *P* value),3], except for the differential s2b ratio where standard *P* values were used instead of adjusted ones.

### CRISPR screen

#### Library design

To assess the essentiality of translationally regulated genes in ISCs, we created a customized CRISPR library where target genes/regions were selected on the basis of analysis-specific criteria and manual selection of control targets. From our analyses, we included all genes with significant TE changes (adj. *P* < 0.1) or s2b ratio changes (*P* < 0.1) to be targeted in the CDS region. Similarly, genes with significant RO change (adj. *P* < 0.05) but with no significant change in expression (adj. *P* > 0.05) were also targeted at the CDS region. Genes with significant uORF RO change (adj. *P* < 0.05) were targeted in three separate regions; CDS, uORF (UTR5), and upstream region from the uORF (UP). For all CDS regions, we selected five guides from Brie (*50*) and GeCKO (*51*) libraries, whereas, for each UTR5 and UP regions, we designed five highly efficient and specific guides with the help of CRISPRon (*51*) and CRISPRoff (*52*) web servers.

#### Custom library cloning

Custom library was ordered from Twist Biosciences. Esp3I recognition sites were appended to each sgRNA sequence together with appropriate overhangs sequences and adaptor identifiers to allow differential amplification from the ordered synthesis pool by PCR with primers *PC1* (table S5). The PCR product was purified using the MinElute PCR Purification kit (Qiagen). Amplicons were cloned into the LentiGuide-Puro vector (digested according to the lentiviral CRISPR toolbox protocol developed by Zhang laboratory (*37*) (Addgene’s website) and purified by agarose gel electrophoresis using the Wizard SV Gel and PCR Clean-Up System (Promega) via Golden Gate cloning with FastDigest Esp3I (Thermo Fisher Scientific) and T7 DNA ligase (3000 U/μl) (New England Biolabs). The product was purified and transformed into Endura DUOs Electrocompetent cells (LGC, Biosearch Technologies) according to the manufacturer’s instructions. DNA was purified using the PureLink HiPure Plasmid Filter Maxiprep kit (Invitrogen), and equal sgRNA coverage within the library was confirmed by sequencing.

#### Library transduction and selection

Lentivirus was produced, and Cas9-expressing organoids were transduced at 600-fold complexity of the library at a multiplicity of infection of 0.3 for each of the three technical replicates. The precise working virus titer was determined in advance in a viral titration experiment on non–Cas9-expressing organoids in which survival was measured following puromycin selection. Cells (60 × 10^6^) were plated on a BME layer, infected with the determined viral volume and 24 hours after transduction their growth into organoids was promoted by overlaying them with BME. A day after this puromycin selection started (2 μg/ml) and after 48 hours, selection of infected organoids was completed and T0 triplicates were collected. The replicates of the experimental arm were cultured for 10 days in ENR medium supplemented with 10 μM CHIR99021 (Cayman) and 1.5 mM of VPA (Biovision). On day 5 organoids were harshly disrupted by pipetting to potentiate their stem capacity. The surviving organoids were collected on day 10.

#### Barcode amplification and sequencing

DNA of all time points and replicates was extracted using the DNeasy Blood and Tissue kit (Qiagen). sgRNA cassettes were amplified from the collected genomic DNA, and Illumina sequencing adaptors and sample barcodes were introduced in two consecutive PCR reactions, first with primers *PCR1* and then with *PCR2* primers (table S5), using Phusion polymerase (2 U/μl) (Thermo Fisher Scientific). PCR products were purified with a QIAquick PCR Purification kit (Qiagen), molarity was assessed with the Agilent 2100, and samples were sequenced on the Illumina NextSeq550.

#### Data analysis

Adapter trimming of sequencing data was performed with cutadapt (*41*). Quality control and drop-out analysis was performed with MAGECK-VISPR pipeline (*53*).

### Affinity purification and quantitative mass spectrometry

Rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME) was used to identify potential ZAKα interactors as previously described (*15*, *54*). In addition to the WT and *Rptor^fl/fl^* organoids used in our previous work (*15*), we also included one condition of WT organoids treated with 1 μM of anisomycin for 30 min. The exact same conditions were used to immunoprecipitate ZAKα from HCT116 cells, with Western blot analysis being the main readout to test interaction partners.

### MAR isolation

MAR samples were isolated as previously described (*27*) with a few alterations. Briefly, cells were treated with cycloheximide (50 μg/ml) and 2 mM Mg(OAc)_2_ upon either anisomycin (1 μM) or vehicle (DMSO) treatment for 30 min. The cells were then harvested in extraction buffer [0.25 M sucrose, 20 mM Hepes-KOH (pH 7.5), 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, 0.1 mM phenylmethylsulfonyl fluoride, cycloheximide (50 μg/ml), and 2 mM Mg(OAc)_2_] and homogenized on ice using a Teflon glass apparatus (loose pestle) 20 times. After centrifugation at 750*g* for 10 min at 4°C, the supernatants were collected and the pellets were resuspended in an extraction buffer and once again homogenized and centrifuged with the same settings. Both supernatants were combined and centrifuged at 10,000*g* for 15 min at 4°C. Pellets containing crude mitochondria were resuspended in sucrose/MOPS buffer [250 mM sucrose, 10 mM MOPS-KOH (pH 7.2), cycloheximide (50 μg/ml), and 2 mM Mg(OAc)_2_], and proteins were solubilized in Laemmli buffer with 50 mM DTT, at 65°C for 15 min, and analyzed by Western blot. A list of the antibodies used can be found in table S4.

### Proximity assays

HEK293T cells expressing HA-uL1-AviTag, Tom20-mVenus-BirA, and/or Sec63-mVenus-BirA were grown in DMEM (Thermo Fisher Scientific) supplemented with 10% (v/v) dialyzed FCS and penicillin (50 U/ml)/streptomycin (50 μg/ml). Cells were treated with cycloheximide (100 μg/ml; Sigma-Aldrich) for 2 min at 37°C, followed by labeling with D-biotin (50 μM) (Sigma-Aldrich) for 20 min at 37°C. After washing with PBS supplemented with cycloheximide (100 μg/ml), the cells were collected by scraping in lysis buffer [20 mM tris (pH 7.5), 150 mM NaCl, 5 mM MgCl_2_, 2% Triton X-100, 1 mM DTT, and cycloheximide (100 μg/ml)] and lysed on ice for 5 min. Lysates were then cleared by centrifugation at 3000*g* for 15 min at 4°C, and the supernatants were loaded on a Zeba desalt spin column (Thermo Fisher Scientific). Proteins were quantified using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), and 100 μl were saved for input control. Two milligrams of total protein extracts was incubated with 50 μl of prewashed Dynabeads MyOne Streptavidin C1 beads (Thermo Fisher Scientific) for 1 hour at 4°C using an overhead tumbler. The supernatant was removed with the help of a magnetic rack, and the beads were washed three times with a high-salt wash buffer [20 mM tris (pH 8.0), 750 mM KCl, 5 mM MgCl_2_, 0.1% Triton X-100, 0.5 mM DTT, and cycloheximide (100 μg/ml)] for 15 min at 4°C. Biotinylated proteins were eluted from the beads with 10 U of TEV protease (Invitrogen) according to the manufacturer’s instructions. For Western blot analysis, 10% of input and 25 μl of Strep-IP elute were analyzed by Western blot as described above. For RT-qPCR analysis, the protocol was the same as described, but the elution was done by adding TRIzol to the beads and proceeding with the RNA isolation, cDNA synthesis and real-time qPCR, as described above, using the primers listed in the table S5.

### Cell fractionation

Cells were lysed in STM buffer [250 mM sucrose, 50 mM tris-HCl (pH7.4), and 5 mM MgCl_2_] on ice for 30 min. After centrifugation at 4°C, 800*g* for 15 min, the supernatants were collected and centrifuged again for 10 min. The supernatants were once more centrifuged at 4°C for 10 min, this time at 11,000*g*, the pellets and supernatants were collected for mitochondria and cytosolic isolation, respectively. Pellets were resuspended in 200 μl of STM buffer and centrifuged at 11,000*g* for 10 min, 4°C. The resulting pellets were resuspended in 100 μl of SOL buffer [50 mM tris-HCl (pH 6.8), 1 mM EDTA, and 0.5% Triton X-100] and sonicated three times for 10 s, avoiding warm-up. For the cytosolic fractions, the supernatants were precipitated in acetone for 1 hour at −20°C and centrifuged at 4°C, 12,000*g* for 5 min. Pellets were resuspended in 300 μl of STM buffer.

### Statistical analyses

For each experiment, the number of replicates is indicated in the figure legends, and *P* values were determined using a two-tailed *t* test.

# Supplementary material for: NAC regulates metabolism and cell fate in intestinal stem cells
**Source:** Sci Adv. 2025 Jan 8;11(2):eadn9750. doi: 10.1126/sciadv.adn9750
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Legends for tables S1 to S6

Supplementary Materials for  
**NAC regulates metabolism and cell fate in intestinal stem cells**

Sofia Ramalho *et al.*

*Sci. Adv.* **11**, eadn9750 (2025)  
DOI: 10.1126/sciadv.adn9750

**The PDF file includes:**

Figs. S1 to S6  
Legends for tables S1 to S6

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S6

Fig. S1

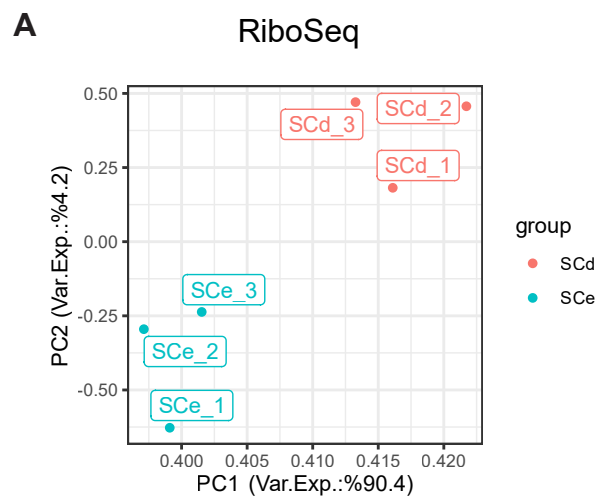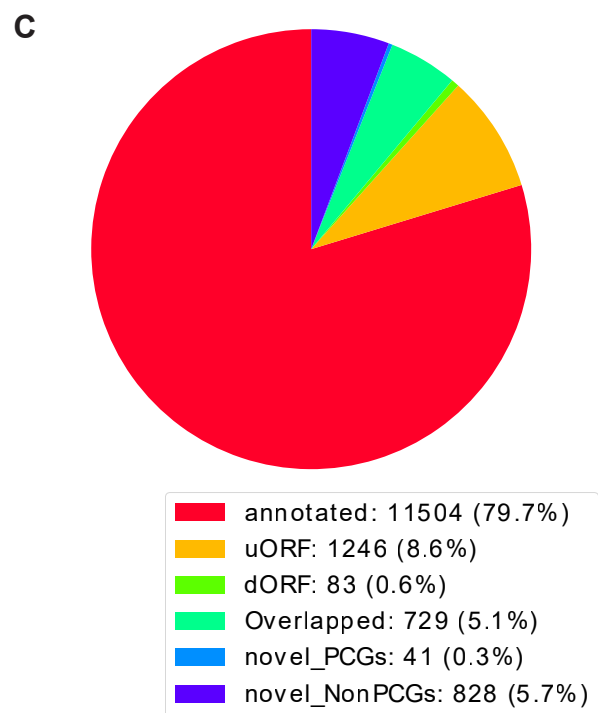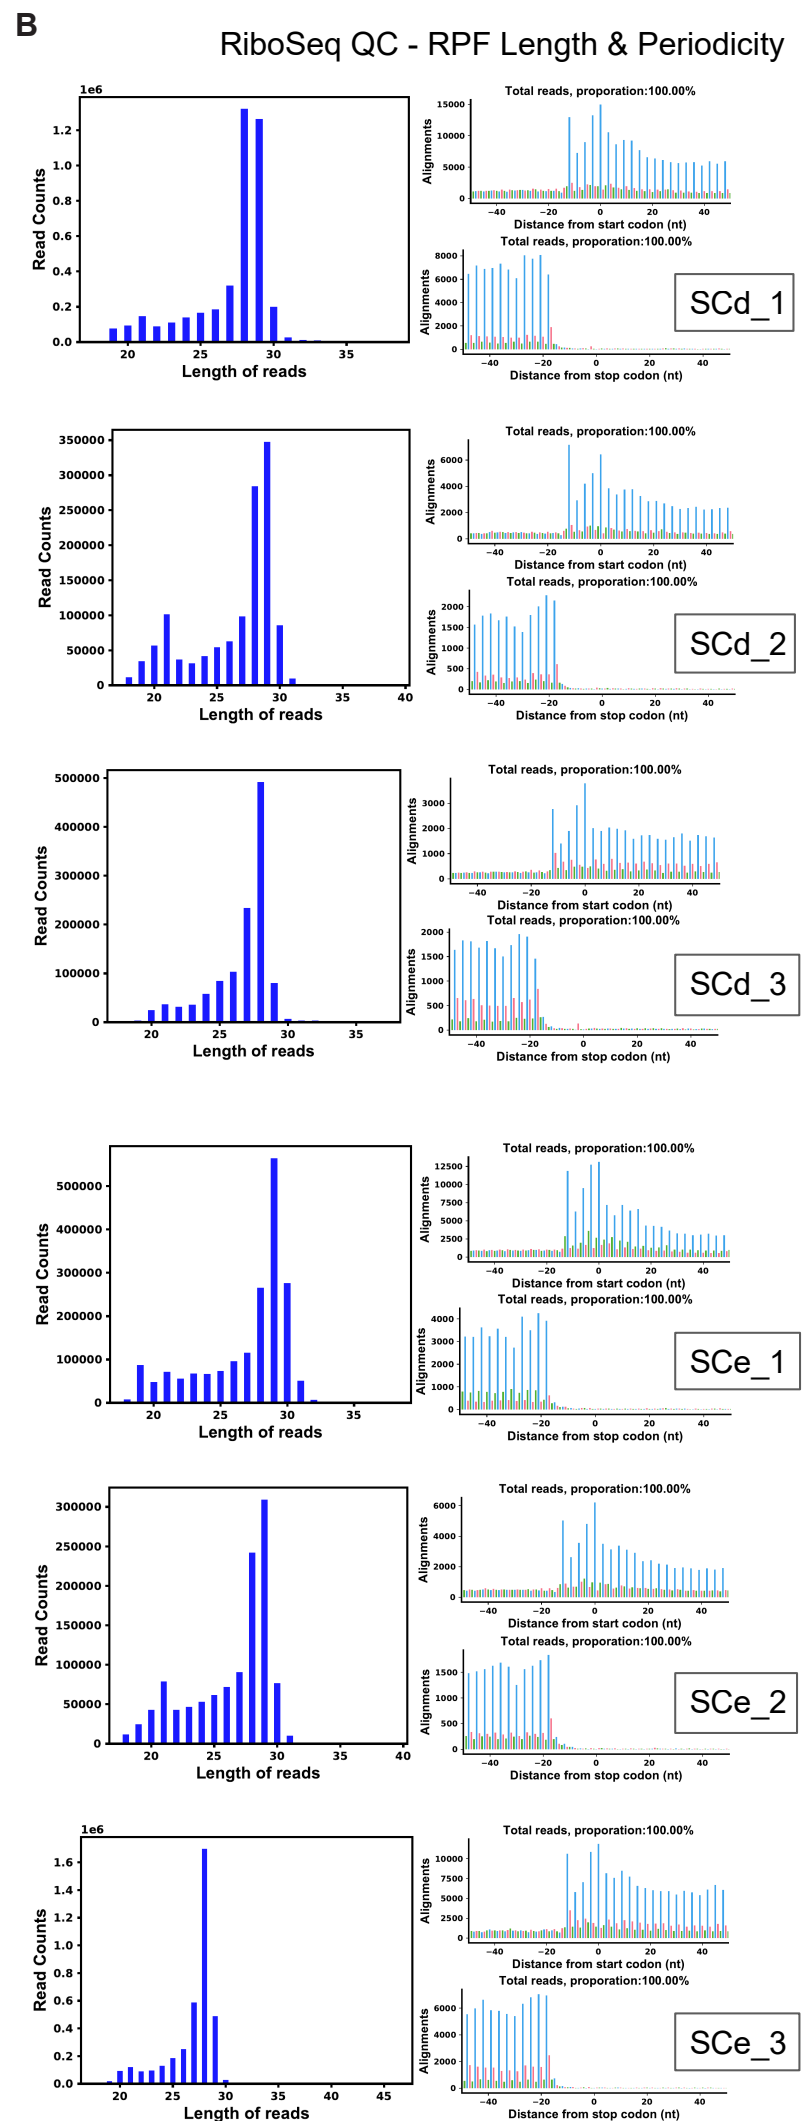

Fig. S2

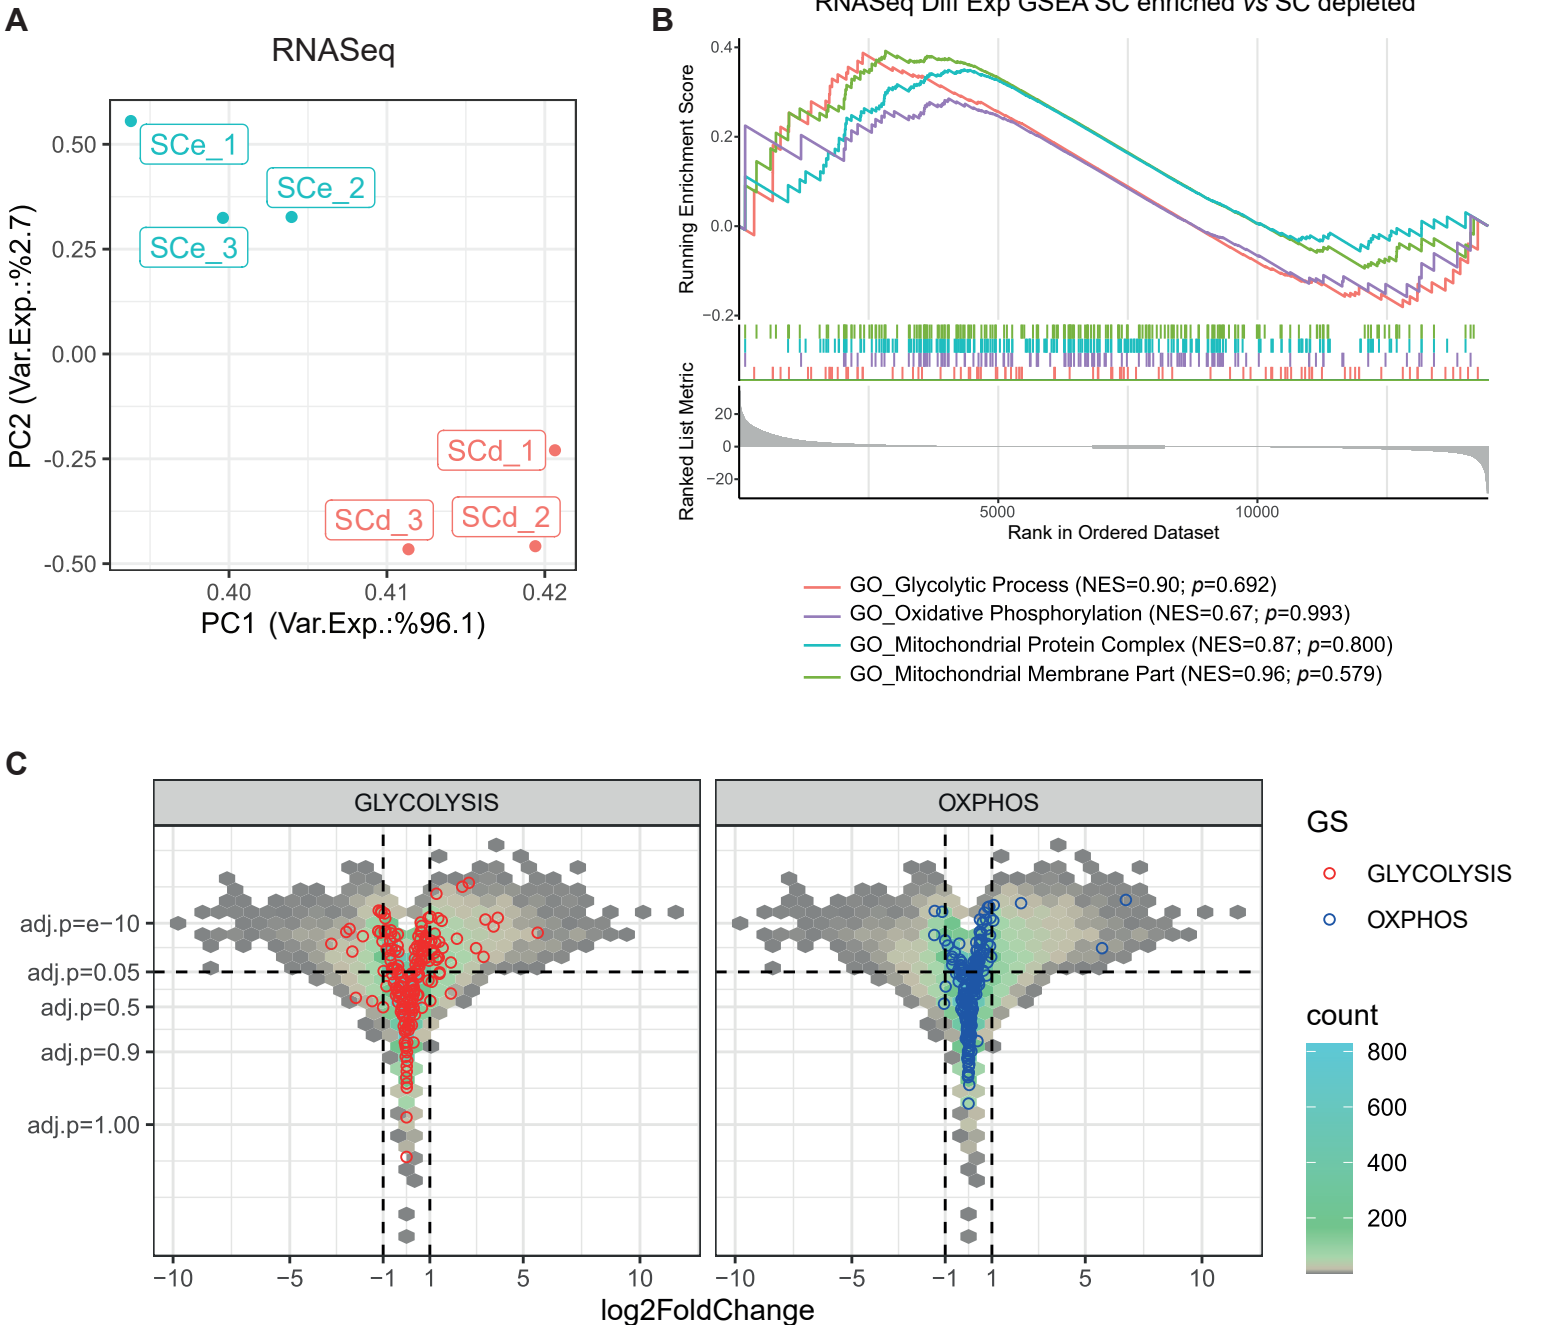

**Fig. S3****A**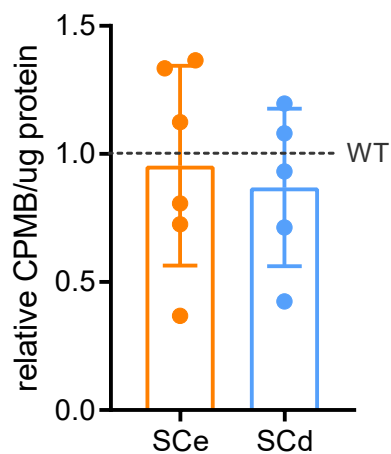**B**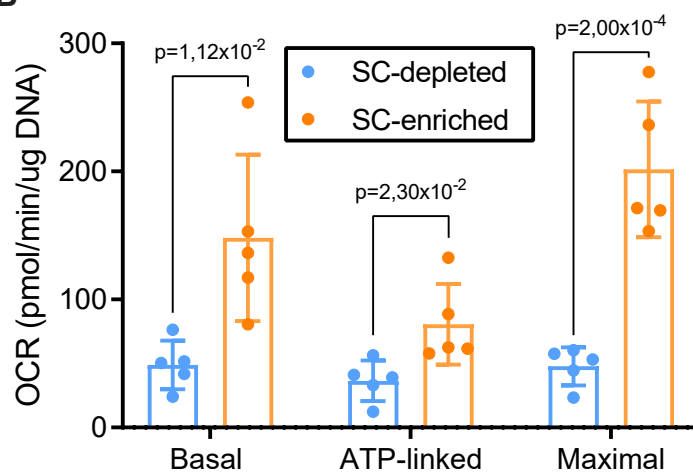**C**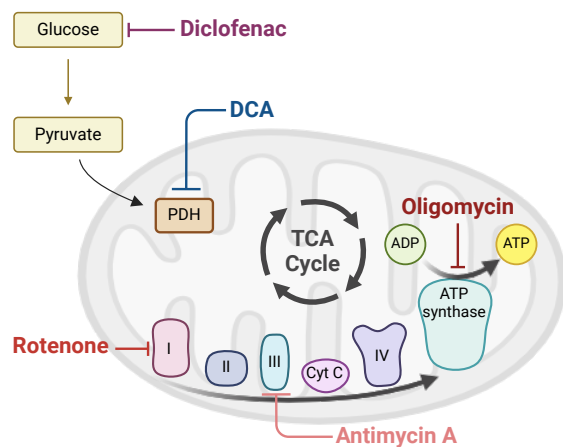**D**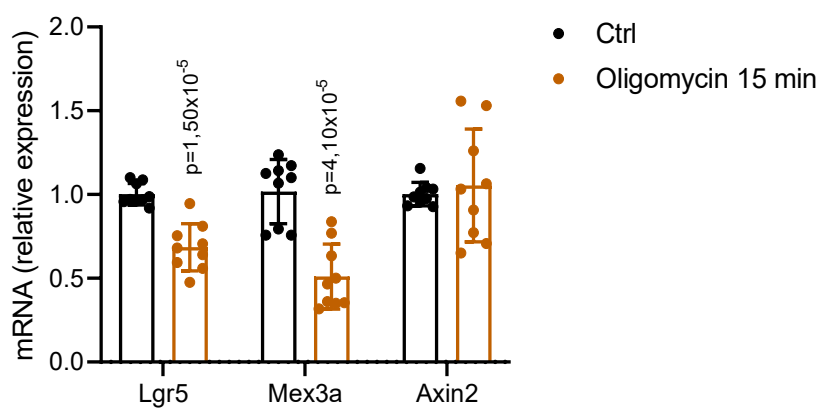**E**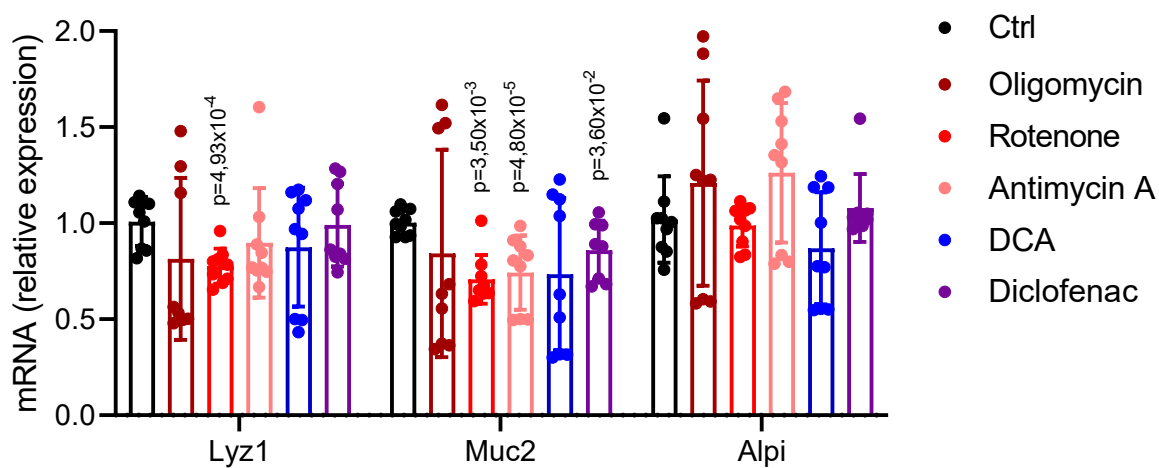

**Fig. S4**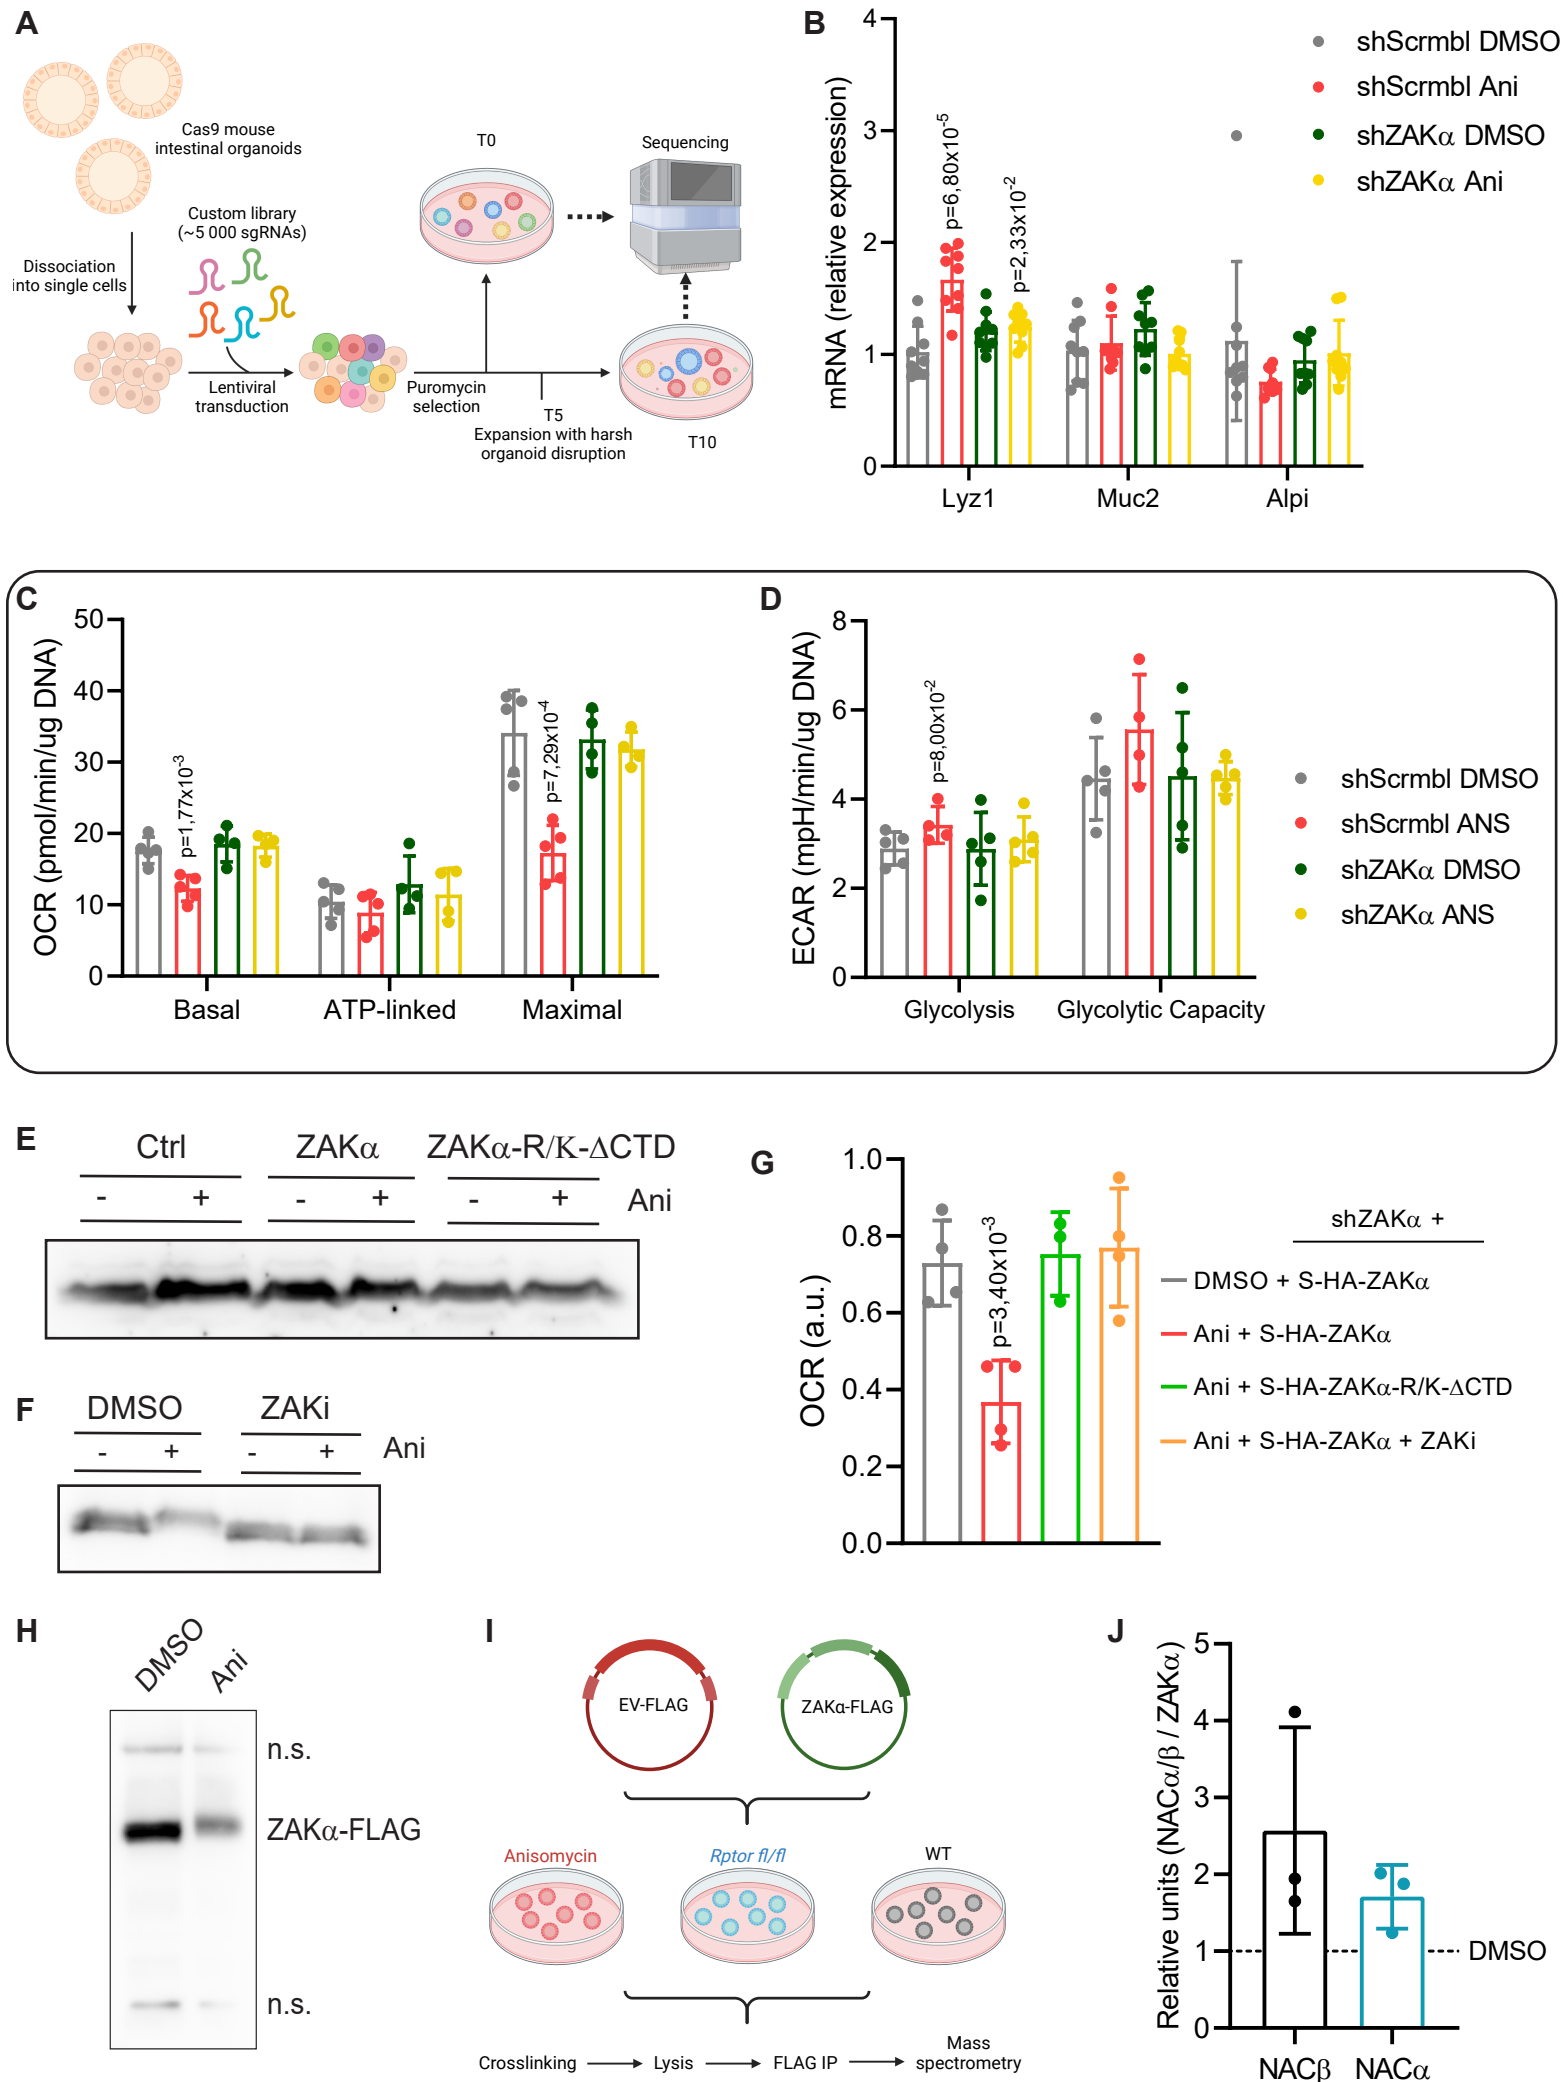

**Fig. S5**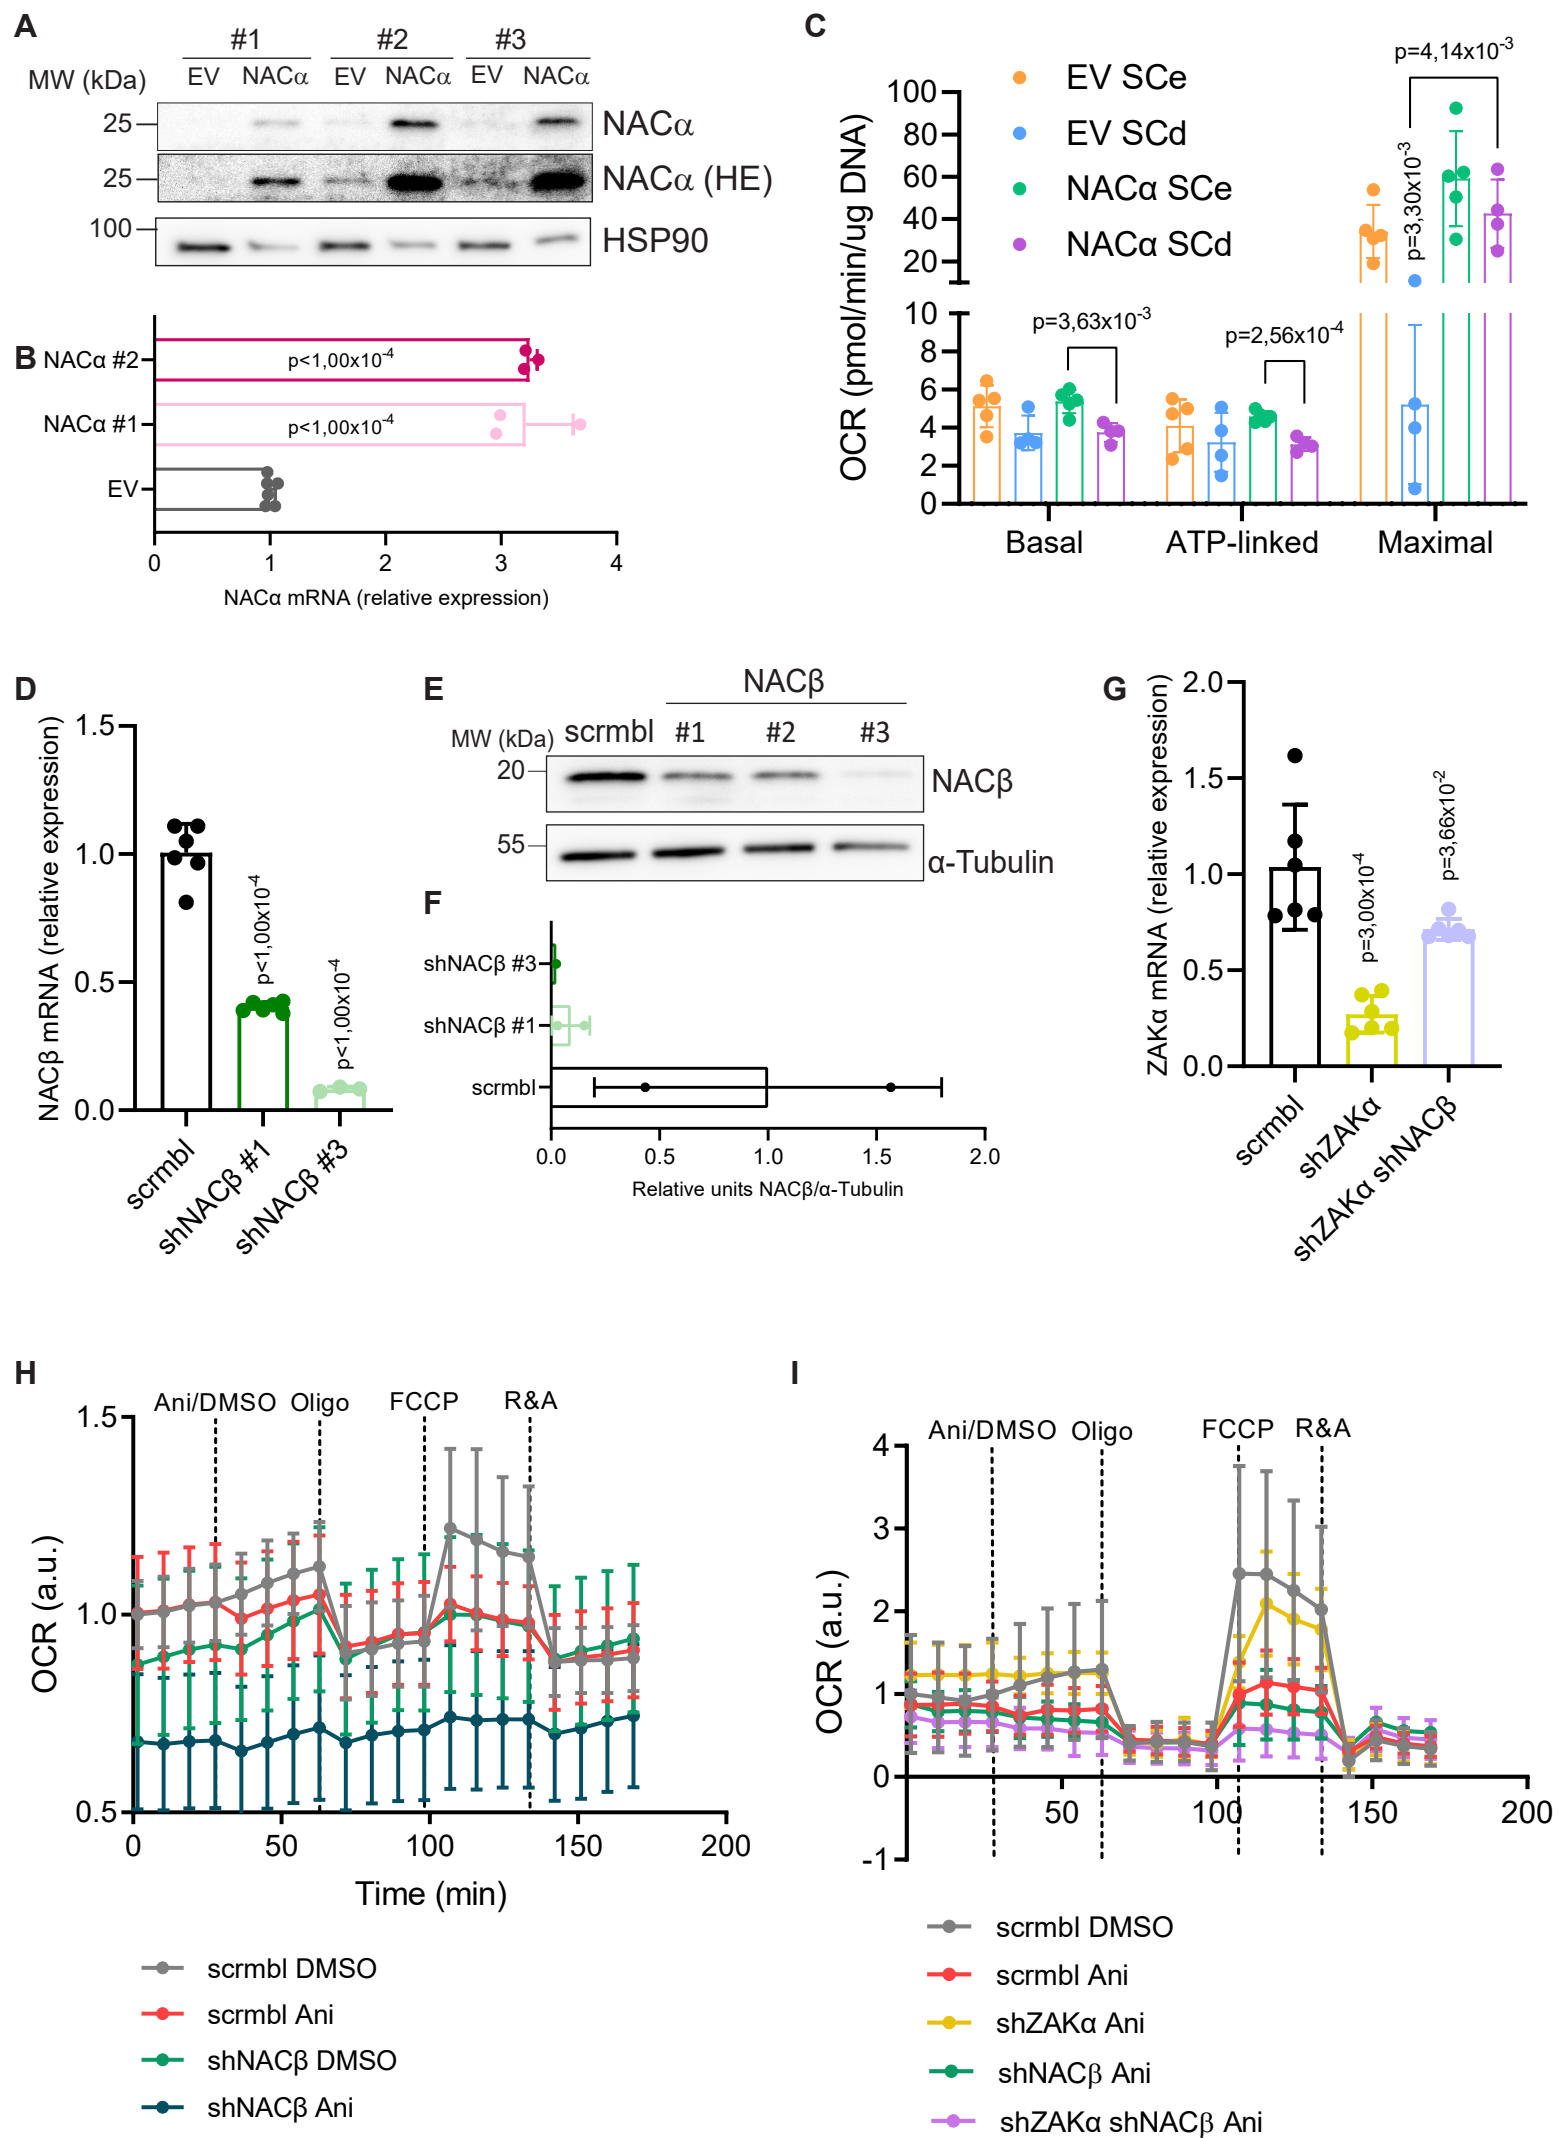

**Fig. S6****A**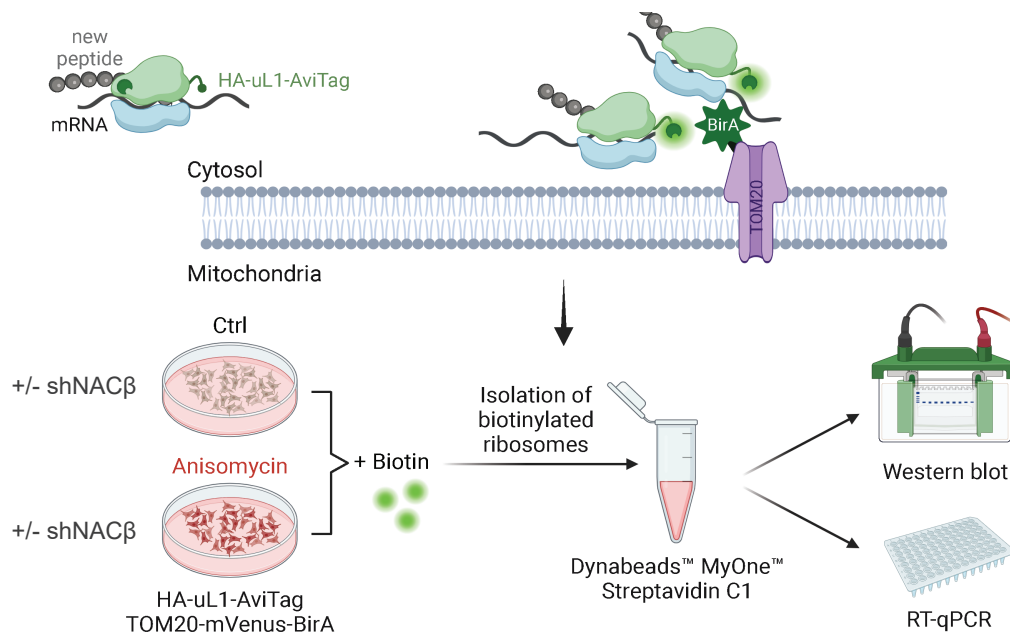**B**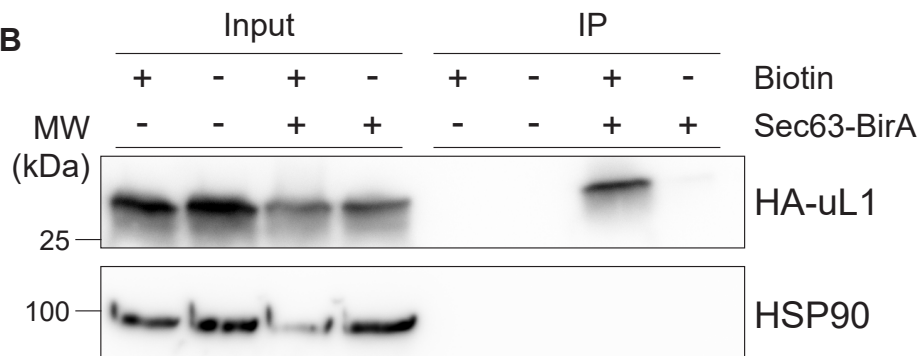**C**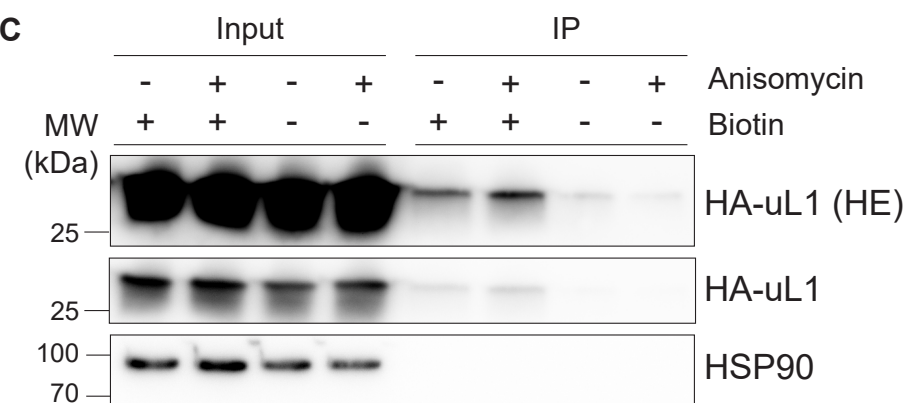**D**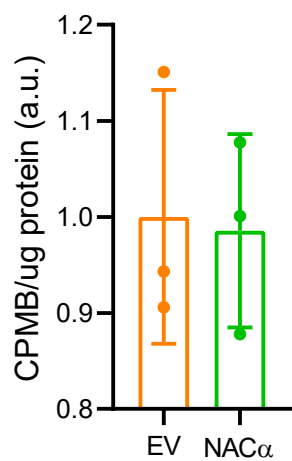**E**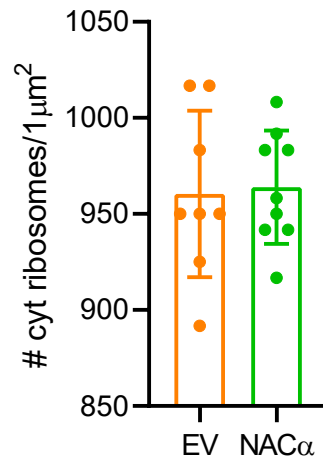

**Fig. S1 - Quality Control plots for RiboSeq experiments performed in SCe (stem cell-enriched) and SCd (stem cell-depleted) organoids - Related to Figure 1**

**A)** PCA plot for RiboSeq performed in SCe and SCd organoids. Three biological replicates were used for each condition.

**B)** Quality control (QC) plots for RiboSeq experiments performed in SCe and SCd organoids, generated by the RiboCode tool. QC plots include read length histograms and periodicity plots of mRNA-mapped reads separately for each sample.

**C)** Pie chart depicting the RiboCode ORF prediction statistics using the RiboSeq data from all samples. Raw numbers and percentages of different classes of ORFs are presented.

**Fig. S2 - RNASeq analysis of SCe (stem cell-enriched) and SCd (stem cell-depleted) and organoids - Related to Figure 1**

**A)** PCA plot for RNASeq performed in SCe and SCd organoids. Three biological replicates were used for each condition.

**B)** Gene Set Enrichment Analysis (GSEA) results based on RNASeq differential expression data comparing SCe to SCd organoids (n = 6 from 3 biological replicates). No significant differences are shown for signatures related to mitochondrial processes and glycolysis. p-values were determined using the *clusterProfiler* package.

**C)** Volcano plot showing the differential expression results of SCe and SCd comparison, highlighting that most genes involved in glycolysis and OXPHOS do not seem to change significantly between the two conditions. p-values were determined using the DESEQ2 package.

**Fig. S3 - Total protein synthesis and seahorse quantification of S<sub>Ce</sub> (stem cell-enriched) and S<sub>Cd</sub> (stem cell-depleted) organoids and impact of metabolic inhibitors on differentiation markers expression - Related to Figure 1**

**A)** Incorporation of <sup>35</sup>S-methionine shows no differences in total protein synthesis between S<sub>Ce</sub> and S<sub>Cd</sub> cultures. Mean and SD are shown (n = 6 ( two biological replicates, each assessed in technical duplicates)). p-values were determined using a two-tailed t-test.

**B)** OCR analysis shows increased respiration in S<sub>Ce</sub> compared to S<sub>Cd</sub> organoids. Mean and SD are shown (n = 5 biological replicates). p-values were determined using a two-tailed t-test. Related to figure 1G.

**C)** Schematic diagram highlighting the metabolic targets of the different OXPHOS and glycolysis inhibitors used in Figure 1H. Created with BioRender.com.

**D)** RT-qPCR analysis of stem markers in WT organoids treated with oligomycin (1μM) for 15 minutes. *Hprt* was used as a housekeeping control. Mean and SD are shown (n = 9 (three biological replicates, each assessed in technical triplicates)). p-values were determined using a two-tailed t-test.

**E)** RT-qPCR analysis of genes related to differentiation of WT organoids treated with different OXPHOS (oligomycin, rotenone and antimycin A) and glycolysis (DCA and diclofenac) inhibitors for 24 hours. *Hprt* was used as a housekeeping control. Mean and SD are shown (n = 9 (three biological replicates, each assessed in technical triplicates)). p-values were determined using a two-tailed t-test.

**Fig. S4 - Changes in cell fate and metabolism triggered by anisomycin treatment depend on ZAK $\alpha$ 's ribosome-binding and kinase activity - Related to Figure 2**

**A)** Scheme describing the CRISPR dropout screen workflow performed in mouse intestinal organoids and used to assess the essentiality of translationally-regulated hits obtained from previous RiboSeq experiment, for intestinal stem cells. Created with BioRender.com.

**B)** RT-qPCR analysis of genes related to differentiation of WT organoids treated with 1 $\mu$ M anisomycin for 30 minutes. *Hprt* was used as a housekeeping control. Mean and SD are shown (n = 9 (three biological replicates, each assessed in technical triplicates)). p-values were determined using a two-tailed t-test.

**C)** OCR analysis shows decreased respiration rates in WT organoids treated with 1 $\mu$ M anisomycin for 30 minutes, which is dependent on ZAK $\alpha$ . Mean and SD are shown (n  $\geq$  4 biological replicates). Related to Figure 2F.

**D)** Extracellular acidification rate (ECAR) analysis shows increased glycolytic rates upon treatment of WT organoids with 1 $\mu$ M anisomycin for 30 minutes, which is dependent on ZAK $\alpha$ . Mean and SD are shown (n  $\geq$  4 biological replicates). Related to Figure 2G.

**E)** Immunoblot of Phos-tag gel analysis shows that ZAK $\alpha$  phosphorylation upon anisomycin treatment is dependent on its ribosome-binding activity (R/K- $\Delta$ CTD).

**F)** OCR analysis shows rescue of the decrease in maximum respiration caused by anisomycin by a ribosome binding mutant version of ZAK $\alpha$  (S-HA-ZAK $\alpha$ -R/K- $\Delta$ CTD) and a specific ZAK $\alpha$  inhibitor, but not by wild-type ZAK $\alpha$  (S-HA-ZAK $\alpha$ ). Mean and SD are shown (n  $\geq$  3 biological replicates).

**G)** Immunoblot of Phos-tag gel analysis shows that ZAK $\alpha$  phosphorylation upon anisomycin treatment is dependent on its kinase activity.

**H)** Immunoblot of Phos-tag gel analysis using a FLAG antibody confirms the phosphorylation of the FLAG-tagged ZAK $\alpha$  upon anisomycin treatment.

**I)** Schematic figure illustrating the approach used to explore potential new interactors of ZAK $\alpha$  in WT mouse intestinal organoids in two different conditions promoting ribosome impairment (*Rptor fl/fl* organoids and WT organoids treated with anisomycin), using rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME). An empty vector expressing FLAG tag bait (EV-FLAG) was used as a control. Created with BioRender.com.

**J)** Western blot quantification (including the one shown in Figure 2K) shows an interaction of ZAK $\alpha$  with both NAC $\alpha$  and NAC $\beta$  in HCT116 cells, revealing this to be increased upon treatment with 1 $\mu$ M anisomycin for 30 minutes. EV-FLAG-infected cells were used as a control. The experiment was carried out in three biological replicates.

**Fig. S5 - NAC overexpression and knockdown effects on respiration rates - Related to Figure 3**

**A)** Western blot analysis of the levels of NAC $\alpha$  in WT organoids cells overexpressing a EV-FLAG or a NAC $\alpha$ -FLAG vector. HSP90 was used as a loading control. Experiments were done in three biological replicates.

**B)** RT-qPCR analysis of NAC $\alpha$  expression in mouse intestinal organoids derived from two mice (#1 and #2) upon overexpression or transduction with an empty vector (EV). *Hprt* was used as a housekeeping reference. Mean and SD are shown (n = 3 (one biological replicate assessed in technical triplicates)). p-values were determined using a two-tailed t-test.

**C)** OCR analysis shows a rescue of respiration rates in SCd organoids overexpressing NAC $\alpha$ . Mean and SD are shown (n  $\geq$  4 biological replicates). p-values were determined using a two-tailed t-test. Related to Figure 3A.

**D)** RT-qPCR analysis of NAC $\beta$  expression in HCT116 cells upon knock down.  *$\beta$ -actin* was used as a housekeeping reference. Mean and SD are shown (n = 6 (two biological replicates assessed in technical triplicates) for shNAC $\beta$  #1 and n = 3 (one biological replicate assessed in technical triplicates) for shNAC $\beta$  #3). p-values were determined using a two-tailed t-test.

**E)** Western blot analysis of the levels of NAC $\beta$  in HCT116 cells upon knock down.  *$\alpha$ -Tubulin* was used as a loading control. Experiments were done in two biological replicates for shNAC $\beta$  #1 and one for shNAC $\beta$  #3.

**F)** Quantification of western blots shows a decrease in NAC $\beta$  levels upon knock down. Mean and SD are shown (n = 2 biological replicates for shNAC $\beta$  #1 all assessed in technical triplicates and n = 1 biological replicate for shNAC $\beta$  #3). p-values were determined using a two-tailed t-test.

**G)** RT-qPCR analysis of ZAK $\alpha$  expression HCT116 cells upon knock down.  *$\beta$ -actin* was used as a housekeeping reference. Mean and SD are shown (n = 6 (two biological replicates assessed in technical triplicates)). p-values were determined using a two-tailed t-test.

**H)** OCR analysis shows decreased respiration rates in WT HCT116 cells treated with anisomycin (1 $\mu$ M, 30 minutes), upon NAC $\beta$  knockdown and when combining both anisomycin treatment with NAC $\beta$  knockdown. Mean and SD are shown (n = 5 biological replicates for each of the 2 independent shRNAs). Related to Figure 3G.

**I)** OCR analysis shows decreased respiration rates in WT HCT116 cells treated with anisomycin (1 $\mu$ M, 30 minutes) and the rescue of this decrease upon ZAK $\alpha$  knockdown. When NAC $\beta$  is knocked down, the rescue of the anisomycin effect observed with the loss of ZAK $\alpha$  is not possible. Mean and SD are shown (n = 4 biological replicates). Related to Figure 3H.

**Fig. S6 - NAC's influence on ribosome localization to the ER and overall protein synthesis**

**A)** Schematic representation of the ribosome proximity labelling assay used for quantification of ribosomes in proximity of the outer mitochondrial membrane (OMM). HEK293T cells express the OMM protein TOM20 fused to the biotin ligase BirA, which recognizes a specific avidin acceptor fused to the HA-tagged ribosomal protein uL1 (HA-uL1) and biotinylates it upon biotin treatment. Biotinylated ribosomes were isolated using streptavidin beads and further western blot or RT-qPCR analysis was performed. Created with BioRender.com.

**B)** Western blot analysis confirms the efficiency of pulling down biotinylated ribosomes, measured by HA-uL1 levels upon treating cells with biotin. Experiments were carried out in one biological replicate.

**C)** Western blot analysis shows an increase in the number of biotinylated ribosomes, accessed by HA-uL1 levels, following anisomycin treatment. HSP90 serves as a loading control. Experiments were carried out in one biological replicate.

**D)** Incorporation of  $^{35}\text{S}$ -methionine shows no differences in total protein synthesis between organoids overexpressing EV-FLAG and NAC $\alpha$ -FLAG. Mean and SD are shown ( $n = 9$  ( three biological replicates)). p-values were determined using a two-tailed t-test.

**E)** Quantification of cytosolic ribosomes in WT organoids overexpressing EV-FLAG and NAC $\alpha$ -FLAG. Mean and SD are shown, corresponding to three regions (200 nm x 200 nm) from  $\geq 8$  different images. p-values were determined using a two-tailed t-test.

**Table S1 – RNAseq and RiboSeq based differential analysis of gene expression and translational regulation metrics between SCe (stem cell-enriched) and SCd (stem cell-depleted) intestinal organoids.**

**Table S2 – sgRNA sequences for the CRISPR library that is designed for translationally regulated genes in SCe (stem cell-enriched) and SCd (stem cell-depleted) intestinal organoid comparisons.**

**Table S3 – Custom CRISPR library drop-out screening results, parsed from MAGECK-VISPR output (mle.rra.gene\_summary).**

**Table S4 – Antibodies**

**Table S5 – Primer sequences**

**Table S6 – Oligo sequences used in ribosome profiling**

How the deposited data were processed for this re-analysis (not part of the article)

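The data analysed were RNA-seq and RiboSeq of SCd intestinal organoids, 3 libraries each, and the CRISPR screen at T0 and T10, for which the labels list 3 libraries per time point. The SCe libraries were not analysed here. The paper gives 3 biological replicates per condition for RiboSeq (Fig. S1 and methods) and for RNA-seq (Fig. S2).

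For RNA-seq and RiboSeq, the authors deposited Salmon's estimated counts and TPM per sequence, made with Salmon 1.1.0 on gencode vM21 sequences of mm10 after removing rRNA reads with SortMeRNA, whose version is not given in the sources used here. The RPF adapters were trimmed with cutadapt 1.18, according to the submitters' processing notes. The deposited effective length, a score here, is the sequence length less Salmon's mean fragment length, which for RPFs follows a default insert length and not the footprint. RNA files hold 66244 whole transcripts, and RPF files 59120 coding sequences and 44641 5′UTRs. For the screen, the deposited table holds a signal, sgRNA counts divided by a size factor per column, made by the authors with cutadapt and MAGeCK, whose versions are not given in the sources used here. How the libraries of a time point were combined is not given either. Its values were whole multiples of 1 read for 100% of sgRNAs. The screen was planned with limma per sgRNA on 3 libraries per time point. With 1 column per time point that test, edgeR and DESeq2 on recovered reads, a replicate block and leaving out single libraries could not be fitted, and sgRNAs were ordered by log2 fold change, an alternative planned from the start.

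From the files, estimated counts were summed per gene and rounded, and TE was tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, effective lengths in the offset), with limma 3.58.1 and DESeq2 1.42.0 as alternatives, in R 4.3.3. The rest used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The paper's own TE came from RiboDiff on the APPRIS primary transcript of each gene. Here all transcripts of a gene were summed, and primary transcripts were an alternative. The robust rank aggregation used an alpha of 0.5001, the share of good guides in Table S3, 100000 random sets (10000 for regions with over 20 guides), and a pseudocount of 1. Guide sequences came from Table S2, of which 1996 of 4765 guides were at hand. Of these 1827 matched 1 place followed by NGG and 169 several. Table S1 was at hand in part. The planned limit to guides with 1 known match was replaced by leaving out guides known to match several places, since sequences of the other guides were not at hand.

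The 17 gene lists, the rule for named genes and the other settings to be tried were fixed before the data were examined, with Table S3 and part of Table S1 already read. The rule names every gene of the paper with data, the 10 genes with the highest and the 10 with the lowest TE past the threshold with a mean of at least 10 TPM of RNA and the same direction in all 3 replicate numbers, the 12 regions with the smallest depletion and the 12 with the smallest enrichment share, 3 5′UTRs and 3 upstream regions, and up to 4 members of each list. RNA and RPF libraries of the same number deviated together from their means across genes, with correlations of 0.438, 0.198 and 0.160 for numbers 1, 2 and 3. RNA 2 with RPF 3 gave 0.163 and RNA 3 with RPF 2 gave 0.162, so only number 1 stood out as a pair, the pairing of 2 and 3 rests on the labels alone, and a replicate block was an alternative. The alternatives for TE were DESeq2, a filter of at least 50 counts, no filter, limma on log2(TPM + 1), the block and leaving out each library, and, added after seeing the data, centred limma, sequence lengths, primary transcripts, leaving out number 1 and leaving out mitochondria-encoded genes. For the screen they were pseudocounts of 0.5 and 10, a minimum of 100 at T0, 2 rescalings, an alpha of 1 and a comparison with the nontargeting guides, and, added after seeing the data, an order by z score, 1 shared rank for guides at 0 and leaving out guides with several matches.

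On simulated counts of RPF against RNA in SCd, over 12492 genes, 4.08% of 98 genes changed 2-fold and 65.3% of 98 changed 4-fold were recovered, and 2 of 70 calls were false. The fit to the real data called 5607 genes, so these shares need not hold there. The median coefficient of variation between libraries was 0.263 in the real data. In a simulated screen of 871 regions, 28.0% of 100 regions that lost 50% of their guides and 71.0% of those that lost 80% were recovered, and 3.89% and 3.24% of unchanged regions were called. RPF libraries of 1278000 to 4953127 estimated reads limit what can be said of genes with few RPFs, and 585 tested genes had none. Random lists matched on coding length or T0 values were drawn 10000 times. Results withheld for evaluation are not reported here.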

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

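Of the tests given here, those of sampling at T10, of chance loss, of positive controls against sets matched on T0 values and of Naca's order among lost sgRNAs were chosen after the results were seen, while the fit with sequence lengths was added once the files had been opened but before TE was fitted.

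Signals in data the paper did not analyse were of 2 kinds, sgRNAs that became more frequent and a gene group outside those it discusses. In the screen, 66 target regions other than controls were enriched, of which 3 passed Benjamini-Hochberg adjustment, and 17 were enriched when compared with the nontargeting guides, 1 of them after adjustment. The 3 were the coding region of Sox4, a Wnt-responsive transcription factor, with a median log2 fold change of 5.04, its 5′UTR with 4.24, and the coding region of Cldn4, a tight junction protein, with 4.17. A single sgRNA against Ythdc2 rose by a log2 fold change of 8.74, while the median of the other 4 was −6.85. Histone genes had a median log2 TE of 9.87 in SCd. Their RNA was measured in poly(A) libraries, and most histone mRNAs end without a poly(A) tail. This ratio therefore cannot be read as RPFs per mRNA.

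OXPHOS genes had a median log2 TE of 1.54 in SCd. With the sequence length in place of Salmon's effective length the median was 1.19 (interquartile range 0.84 to 1.62), which argues against the effective length of short coding sequences as the whole cause. It also stood at percentile 100 of random lists matched on coding length with the sequence length (median of those 0.50, 95% of them from 0.21 to 0.78), which argues against short coding sequences in general. With the effective length OXPHOS stood at percentile 99.95. Most other lists also stood high, such as splicing factors at 99.99 and glycolysis at 99.98. Import genes (81.1), detoxification genes (70.3), goblet and Paneth cell genes (3.81) and cytosolic ribosomal proteins (0.02) stood lower. A high percentile is thus not particular to OXPHOS. No biological explanation was tested, since SCe was not analysed here. The real split of libraries gave 2393 genes higher and 3214 lower and the highest other split 0 and 0, but 3 against 3 libraries make 10 splits, 1 of them real, too few for a share under 0.05.

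At T10, 1452 sgRNAs were at 0. Too few reads at T10 cannot account for this, since sgRNAs at 0 would have had a median of 9079 reads at their T0 share. Nontargeting sgRNAs were at 0 in 13.3%, and among the 597 nontargeting and upstream sgRNAs those of the lowest T0 tertile were at 0 at T10 3.56 times as often as those of the highest (32.2%, 15.1% and 9.05% by tertile), both consistent with chance loss of whole clones between T0 and T10. The 74.1% of positive control sgRNAs at 0 lies above the nontargeting share and at percentile 100 of sets of sgRNAs of other classes matched on T0 values (55.3% at 0, 95% of sets from 51.0 to 59.4), which argues against chance loss, and against their low T0 values, as the whole cause. How much of their loss came from chance stays open.

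Naca had rank 1 among all regions, positive controls included. With 1 shared rank for sgRNAs at 0, 36 other regions, positive controls included, tied with Naca. The 37 regions with all 5 sgRNAs at 0 fix this beforehand, so it is not a test. In the main order the log2 fold change of an sgRNA at 0 depends on its T0 value alone. By construction, T0 values thus set the place of Naca among these regions. Spearman's rho of score and median T0 was −0.645 among them, where a smaller score is a stronger depletion. Naca sgRNAs with 2 or more perfect matches numbered 2, and whether cutting at several places added to their loss cannot be told apart from loss of NACα, since all 5 were at 0. The other 3, each with 1 perfect match, were at 0 as well.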

How the results depend on the processing

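Of 1685 alternative values of 107 named genes, 1490 kept their direction and side of the threshold, 102 no longer passed, 30 passed only there and 63 reversed. Among the 93 genes past the threshold 1325 of 1462 values did, 102 no longer passed and 35 reversed. Uncentred limma gave 37 of the 63 and, in those 93 genes, 29 of the 35. Without it 1434 of 1578 values stayed and 26 reversed. Of 938 values of 94 named regions in the screen 885 did, 33 no longer passed and 20 passed only there. Of 544 list counts 380 stayed within 1.5 times. The cause was not tested unless given. RPF libraries of 1278000 and 1298638 estimated reads limit replicates 2 and 3, and 1 pooled column per time point limits the screen. No paired analysis was possible because the screen table has 1 column per time point. Its planned limma, edgeR, DESeq2, block and leave-one-out fits were not run for the same reason.

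Genes with a higher and a lower TE numbered 1387 and 1549 with at least 50 counts (6153 genes tested, median gene shifted by −0.27), 405 and 10060 with limma on log2(TPM + 1) (median gene at −1.67, not centred), and 4443 and 1429 with it centred on the median gene, added later (shift 0.27). Leaving out single libraries gave 1663 to 2485 higher and 2011 to 3310 lower. Primary transcripts (2195 and 3188) shifted the median gene by −0.29. The replicate block gave 2236 and 2797. It ended the calls of Cdhr2, Slc25a3 and Spdef, added Cdhr5, Olfm4 and Slc25a4, turned Muc2 to 0.15, and changed no other call among the 107 named genes.

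Uncentred limma, planned from the start, measures TE against 0 and not the average gene. Its reversed values were −1.54 for Adh5, −0.31 for Apoc2, −0.89 for Atp5a1, −1.43 for Atp5b, −0.87 for Birc5, −0.19 for Btf3, −0.65 for Cd44, −1.01 for Cs, −0.90 for Defa20, −0.73 for Dlat, −0.0620 for Eif1a, −0.77 for Elovl5, −1.37 for Gss, −1.24 for Gstp1, −0.35 for Hk2, −1.20 for Hprt, −0.54 for Idh3b, −0.78 for Lgr5, −1.39 for Lyz1, −0.60 for Map3k20, −1.33 for Mdh2, −1.29 for Ndufs3, −0.62 for Olfm4, −0.50 for Pcna, −0.27 for Pgam1, −0.74 for Psma5, −0.13 for Psmb1, −1.39 for Rpl22, −0.45 for Rrm2, −0.41 for Scd1, −0.34 for Sec62, −1.49 for Slc25a3, −1.03 for Slc25a4, −0.45 for Suclg1, −1.02 for Tomm20, −0.55 for Tpi1 and −0.98 for Ugt1a7c.

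With at least 50 counts, centred limma and primary transcripts, where the median gene had shifted, values of genes are given relative to it and p as fitted. As fitted, Ascl2 (−0.0197), Cpsf6 (−0.0791) and Idh3b (−0.0392) on primary transcripts and Muc2 (0.19) and Naca (0.0216) with centred limma would also reverse, and Naca with at least 50 counts (−0.27) would not.

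In the other settings, reversed values of log2 TE were, for Alpi, 0.24 without RNA replicate 1, 0.03 without RPF replicate 3 (−0.31 to 0.24 over single libraries left out), 0.11 with sequence lengths and 0.0658 without number 1. For Axin2 and Mex3a they were 0.0612 and 0.0444 without number 1. With primary transcripts, which leave out other transcripts' reads, they were −1.07 for Btf3, −2.03 for Cd44, −7.39 for Defa27, −0.10 for Gss, −0.63 for Gstp1, −0.74 for Map3k20, 3.59 for Muc2 and −1.12 for Srsf2. Of these Defa27, Gstp1 and Map3k20 passed in the reversed direction (adjusted p = 0.0260, 0.00455 and 0.0493). With centred limma they were 0.53 for Cyp2c67 (adjusted p = 0.00331) and 0.55 for Mex3a (adjusted p = 0.0437). Their mean RPF levels were 0 and 0.396 TPM. There the 1 added to TPM and the centring largely set the sign, so neither call tests TE. Muc2 was at 0.79 without RNA replicate 3 and 0.15 without RPF replicate 1 (−0.98 to 0.79 over single libraries left out). Naca, at −0.00, was at 0.0479 with DESeq2, 0.0043 with at least 50 counts, 0.01 without RNA replicate 1, 0.0684 without RNA replicate 2, 0.03 without RPF replicate 2 (−0.071 to 0.0684 over single libraries left out), 0.10 with sequence lengths and 0.0474 without mitochondria-encoded genes.

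In the screen, the nontargeting median was −0.16 rescaled to the nontargeting guides, which centres them by construction, and −0.78 rescaled to the same total. Compared with the nontargeting guides, 172 target regions and 76 positive control genes were depleted, 17 regions enriched and Naca had rank 5, with 20 other regions tied with it or above. Naca had rank 53 without guides known to match several places, with 3 of its guides left. The other settings gave 59 to 75 depleted regions, 41 to 64 positive control genes and 65 to 69 enriched regions.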

Differences from the paper's values

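The paper counts dropped-out genes. By the threshold of Fig. 2A its Table S3 has 74 target regions, which belong to 71 genes, so its 74 are regions. Here 71 regions of 70 genes were depleted at the same threshold, and 74 with guides ordered by a z score, an alternative chosen after seeing the values.

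For the nontargeting guides the paper states that none dropped out. By the normalized counts their median rose here (log2 fold change 1.26, and 1.2553 in the paper's Table S3). The direction depends on the scaling, as the median was −0.78 with both time points rescaled to the same total. Of 98 with reads at T0, 13 were at 0 at T10.

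The library as described in the paper has 4765 sgRNAs, of which 445 are positive controls, and the table analysed here holds 4760 and 444.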

Other observations

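Histone genes had the highest median TE of the gene lists in SCd organoids. Of 18 histone genes 17 were higher than the average gene and 1, Hist3h2a, which had no RPF, was lower (17 and 1 adjusted over the list alone; 12 and 2 by uncentred limma, and 0 lower with a replicate block or without RNA replicate 3 or RPF replicate 1), with summed RNA of 2449 ± 587 TPM and RPFs of 12211 ± 2803 TPM (SD, n = 3). The RNA libraries were made from poly(A) RNA, and most histone mRNAs end without a poly(A) tail. Of 25 lipid genes 9 were higher, among them Fabp5 (2.41), Apoc2 (1.68, but 0.79 with an adjusted p of 0.106 with the sequence length), Scd1 (1.50) and Elovl5 (1.12), and 1, Stard10 (−0.65), was lower (9 and 0 adjusted over the list alone, 2 lower at an unadjusted p under 0.05 and 1 by DESeq2; 0 and 19 by uncentred limma). Without RNA replicate 1, 2 or 3, 5 were higher each time, the block gave 4 lower, leaving out RNA replicate 2 or 3 or RPF replicate 2 gave 0 lower and leaving out RPF replicate 3 gave 2. Of 24 proliferation genes 9 were higher, among them Mcm7 (3.08), Rrm2 (1.45), Pcna (1.43) and Birc5 (1.05, but 0.60 with an adjusted p of 0.0523 with the sequence length), and 1, Bub1 (−1.29), was lower (9 and 1 adjusted over the list alone; 1 and 18 by uncentred limma). Higher ones numbered 4, 4 and 5 without RNA replicate 2, RNA replicate 3 and RPF replicate 1, and lower ones 3 without RPF replicate 1 and 2 with the block. Without both libraries of number 1, 6 were higher and 3 lower. Of 28 detoxification genes 2 were higher, Gstp1 (0.68) and Ugt1a7c (0.93), and Cyp2c67, with no RPF, lower (0 and 0 adjusted over the list alone by edgeR, 3 and 1 at an unadjusted p under 0.05 and by DESeq2; 4 and 2 with the block; 0 and 22 by uncentred limma). Without RNA replicate 1 neither Gstp1 (adjusted p = 0.0547 from edgeR) nor Ugt1a7c (adjusted p = 0.0835) passed. Of the 28 genes, 1, which was another gene, was higher without RNA replicate 1, and 1 each time an RPF replicate was left out. Of all 28, 0 were higher without RNA replicate 3, and 0 were lower without any 1 RNA replicate. On primary transcripts 2 were higher and 4 lower, among them Gstp1 at −0.63 relative to the median gene (adjusted p = 0.00455). Centred limma called Cyp2c67 higher (0.53 relative to the median gene, adjusted p = 0.00331). With no RPF and RNA at 1.23 TPM, the 1 added to TPM and the centring set this sign, so it does not test TE. On primary transcripts higher and lower genes numbered 15 and 1 of 17 histones, 9 and 0 of 24 lipid genes and 7 and 2 of 23 proliferation genes. Single lower genes were named after their values were seen.

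The 13 mitochondria-encoded genes had a lower TE in 13 of 13, with a median of −8.23 (−10.73 to −4.36). They made up 7.22%, 14.0% and 15.5% of RNA reads and 0.0236%, 0.126% and 0.0577% of RPF reads in replicates 1, 2 and 3. The RPFs came from ribosomes pulled down by eL22-HA, a protein listed here among the cytosolic ribosomal proteins. Whether the pulldown recovers ribosomes inside mitochondria was not tested. The ratio of these 13 genes therefore cannot be read as translation of their mRNAs. Of 240 olfactory and vomeronasal receptor genes tested, 201 were lower and 235 (97.9%) had no RPF, against 2.81% of other genes, at a median of 0.954 TPM of RNA. Among genes with a mean of at least 10 TPM of RNA and the same direction in all 3 replicate numbers, the highest log2 TE belonged to Polr2l (7.09, and 3.99 with the sequence length), Sprr2a1 (6.57 and 4.41), Defa3 (6.42 and 5.92), Mtln (6.41 and 3.06), H2afx (6.33 and 5.82), Minos1 (6.29 and 3.70), Tomm7 (6.24 and 2.69), Defa27 (5.96 and 4.09), Ak6 (5.69 and 4.40) and Nop10 (5.58 and 2.45). The Defa and Sprr2 families and Ak6, which shares its locus with Taf9, may share reads with near-identical copies, and on its primary transcript Defa27 was lower (−7.39, adjusted p = 0.0260). The lowest by the same limits had no RPF in any library. Against the median gene, and with 3 RPF reads per library as floor, Gm2000 was at least 312-fold lower, Taf9 33.4-fold, Olfr1388 28.3-fold, Vmn2r79 22.8-fold, Vmn2r53 20.1-fold, Psg16 18.6-fold, Vmn2r59 16.1-fold, Olfr839-ps1 12.6-fold, Olfr635 9.29-fold and Vmn1r88 8.60-fold. Whether RPF reads of genes with no RPF were assigned to near-identical copies was not tested. Their values therefore need not show low translation. Map3k20, which encodes ZAKα, did not pass (1.45, adjusted p = 0.065 from edgeR) but did by DESeq2, without RPF replicate 2 (0.59, adjusted p = 0.0307) or 3 (1.73, adjusted p = 0.0474), with the sequence length (1.27, adjusted p = 0.0359) and by centred limma, while on its primary transcript, the unit of the paper, it was lower (−0.74, adjusted p = 0.0493). Values on primary transcripts are relative to the median gene. Adh5 did not pass (0.35, adjusted p = 0.15) but did with the sequence length (0.60, adjusted p = 0.0297) and on its primary transcript (1.41, adjusted p = 0.00197), while Hprt was higher (0.71).

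Across genes, log2 TE fell with coding length, with a Spearman's rho of −0.397 (−0.294 with the sequence length), over genes, which are not independent replicates. The 144 genes of up to 250 bases had a median of 3.07, and of 0.87 with the sequence length. The median of cytosolic ribosomal proteins, 0.33, lay at percentile 0.02 of random lists matched on coding length, whose median was 0.91.

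In the screen, of 7 coding regions of Wnt and stem cell genes 0 were depleted and 2 enriched, Sox4 and Lgr5 (median log2 fold change 1.58), and Axin2 was at 1.57. Of 13 enterocyte genes 0 were depleted and Rbp2 enriched (2.14), of 4 goblet and Paneth cell genes 0 were depleted and Pla2g2a enriched (2.44), and of 23 detoxification genes Ugt2b34 was depleted and 0 enriched. Ugt2b34 had 1 of 5 sgRNAs lost and a median log2 fold change of −0.85. Among 15 histones, Hist1h2bp and Hist1h2bj were depleted, each with 4 of 5 sgRNAs lost, and of 3 proliferation genes the control Cdc20. None of these lists had a depleted region when adjusted over the list alone. Further regions among the 12 with the smallest enrichment share were upstream of Rnf32 (3.49), the 5′UTRs of Tceal9 (2.33) and Cpne1 (2.00), and the coding regions of Tpra1 (3.85), Chtop (2.63), Brk1 (2.31), Plod3 (1.08) and B4galnt2 (0.51). The medians of Plod3 and B4galnt2 lay below the nontargeting median of 1.26. For Plod3, 1 sgRNA rose by a log2 fold change of 7.90, and the median of its other sgRNAs was 0.02. The 5′UTR of Mdh1 was enriched as well (2.01). Of the positive controls Hprt was enriched (3.27).

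The tests of mRNA level, of 5′UTRs against coding regions and of sgRNAs with several matches were written before their results were seen, but how each is read was changed afterwards, when intervals and the comparison within regions were added. As first written, the ratio of 1.73 met the limit set for an effect of cutting at several places, and both correlations met the limits set for no effect. With the intervals none of the 3 can tell. Between RNA TPM in SCd and median log2 fold change Spearman's rho was −0.0642 (95% interval −0.145 to 0.0176, permutation p = 0.124, 576 coding regions), which does not test which regions were depleted. From the lowest to the highest tertile of RNA level 11, 16 and 32 of 192 regions each were depleted and 15, 9 and 20 enriched, without a test of these counts. Loss of the gene itself as a cause of depletion through 5′UTR sgRNAs would give a positive relation to the coding region of the gene, and the rho over 99 genes was −0.0890 (−0.281 to 0.110, permutation p = 0.381), which cannot tell. Guides known to match several places were at 0 at T10 1.73 times as often as guides with 1 match (46.6% of 163 against 27.0%). Within the 50 regions with both kinds the ratio was 1.16 (0.896 to 1.51), so an effect of cutting at several places may exist or not. The 37 regions with all 5 sgRNAs at 0 include 24 positive controls.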
